# Integrative genome-wide analysis of dopaminergic neuron-specific PARIS expression in *Drosophila* dissects recognition of multiple PPAR-γ associated gene regulation

**DOI:** 10.1038/s41598-021-00858-7

**Published:** 2021-11-02

**Authors:** Volkan Yazar, Sung-Ung Kang, Shinwon Ha, Valina L. Dawson, Ted M. Dawson

**Keywords:** Gene expression profiling, Computational biology and bioinformatics, Cell death in the nervous system, Diseases of the nervous system

## Abstract

The transcriptional repressor called parkin interacting substrate (PARIS; ZNF746) was initially identified as a novel co-substrate of parkin and PINK1 that leads to Parkinson’s disease (PD) by disrupting mitochondrial biogenesis through peroxisome proliferator-activated receptor gamma (PPARγ) coactivator -1α (PGC-1α) suppression. Since its initial discovery, growing evidence has linked PARIS to defective mitochondrial biogenesis observed in PD pathogenesis. Yet, dopaminergic (DA) neuron-specific mechanistic underpinnings and genome-wide PARIS binding landscape has not been explored. We employed conditional translating ribosome affinity purification (TRAP) followed by RNA sequencing (TRAP-seq) for transcriptome profiling of DA neurons in transgenic *Drosophila* lines expressing human PARIS wild type (WT) or mutant (C571A). We also generated genome-wide maps of PARIS occupancy using ChIP-seq in human SH-SY5Y cells. The results demonstrated that PPARγ functions as a master regulator of PARIS-induced molecular changes at the transcriptome level, confirming that PARIS acts primarily on PGC-1α to lead to neurodegeneration in PD. Moreover, we identified that PARIS actively modulates expression of PPARγ target genes by physically binding to the promoter regions. Together, our work revealed how PARIS drives adverse effects on modulation of PPAR-γ associated gene clusters in DA neurons.

## Introduction

As the second most common neurodegenerative disorder worldwide with a prevalence as high as 572 people per 100,000 in the US^1^, Parkinson’s disease is now referred to as a “silent epidemic” of our times. This brain disorder is pathologically characterized by selective loss of dopamine neurons in the substantia nigra leading to motor system dysfunctions including bradykinesia, resting tremor, rigidity and muscular rigidity^2–4^. In recent years, our understanding of genetic predisposition to PD has advanced vastly, including causative mutations in the genes encoding α-synuclein, LRRK2, parkin, PINK1, and DJ-1 just to name a few^5^. Accumulating molecular evidence suggests a general involvement of mitochondrial dysfunction in the underlying molecular mechanism of PD but the mechanistic underpinnings of this link are poorly defined. In this respect, the transcriptional repressor PARIS (ZNF746) was identified by our group in 2011^6^ among several other co-substrates of PINK1 and parkin as a promising candidate to shed light on possible contributions of a defective mitochondrial biogenesis to PD pathogenesis. In the same paper we also demonstrated that accumulating PARIS acts on PGC-1α, the master regulator of mitochondrial biogenesis, along the NRF1/2-TFAM axis to intervene in mitochondrial biogenesis, and that the transcriptionally inactive PARIS mutant (C571A) lacks repression capacity to induce the phenotype. Recently two variants in PARIS were identified in early onset Parkinson’s disease in Chinese providing a genetic link of PARIS to PD^7^.

Originally discovered as a chief regulatory protein of glucose and lipid metabolism and cell differentiation, the peroxisome proliferator-activated receptor gamma (PPARγ) is a ligand-activated transcription factor of the nuclear hormone receptor superfamily^8^. It is also well-established that PPARγ is associated with key molecular networks in cells, including redox balance, fatty acid oxidation, and mitochondrial function, as well as neuronal (out)growth, differentiation, and polarity^9–12^. To achieve this versatility PPARγ interacts with a range of additional molecules required for both transcriptional co-activation and structural changes that promote its dimerization for DNA binding. Indeed, some of these PPARγ activators have already been suggested as potential targets for the treatment of several neurodegenerative disorders including PD, Alzheimer’s disease, Huntington’s disease and amyotrophic lateral sclerosis (ALS)^13^. Overall, the current knowledge of mechanisms underlying the beneficial effects of PPARγ agonists and PGC-1α in models of PD has been discussed elsewhere^14^.

Here, we employed conditional translating ribosome affinity purification (TRAP)^15^ followed by RNA sequencing (TRAP-seq) for transcriptome profiling of dopaminergic (DA) neurons in transgenic *Drosophila* lines expressing human PARIS WT or mutant (C571A). The results revealed that we successfully isolated DA neuron-specific mRNAs from *Drosophila*. As a complementary approach, we performed a global, model-based analysis of PARIS genomic occupancy using chromatin immune-precipitation followed by sequencing (ChIP-seq) on SH-SY5Y (in-house dataset) and 293 T (public dataset) human cell lines. By combining these two approaches in a single study to measure the regulatory capacity of PARIS, we identified a set of direct target genes that are also differentially expressed by PARIS. Based on these findings, we showed using both approaches separately and combined that PPARγ acts as a potential master regulator of transcriptomic changes induced by PARIS in the clusters of *Drosophila* DA neurons. Also, we revealed that PARIS directly modulates expression of PPARγ target genes by physically binding to the promoter regions. And finally, we observed a PARIS binding motif at the promoter proximal site of PPARγ, implying a direct regulatory effect of PARIS on PPARγ expression profile. Together, our studies shed light on the molecular basis that gives rise to dopaminergic neurotoxicity induced by PARIS accumulation in PD.

## Methods

### Maintenance of hPARIS-expressed TRAP Fly, and Sequencing library generation for TRAP-seq

Human PARIS and C571A constructs cloned and expressed in pUAST plasmid (DGRC) were microinjected into w1118 embryos (The BestGene, Inc)^5^. Transgenic *dTH-Gal4* lines were obtained from the Bloomington Drosophila Stock Center (BDSC). All experimental maintenance and crosses between transgenic lines were made at 25 °C. Drosophila melanogaster fly stocks were handled using standard protocols, maintained in a 12 h light/dark cycle and fed Drosophila standard diet consisting of cornmeal, agar, yeast, sucrose, and dextrose. For the TRAP experiments, both male and female flies were used. In each experiment, the *dTH-Gal4* heterozygous flies were used as control. Prior to the TRAP, no *Gal4* titration was performed experimentally. To match the male/female ratio and developmental stage between control and experimental groups, we collected equal numbers of males and females two days after eclosion. For the TRAP analysis of fly DA neurons, translated mRNAs in DA neurons were purified from *dTH-GAL4/UAS-GFP::RpL10A* with and without *hPARIS WT* or *mutant (C571A)* as described previously^15^. The libraries were prepared from three independent biological samples from 500 (control and hPARIS mutant lines)—1500 (hPARIS WT line) of this mixture of male and female heads, whereas a sequencing library using the total mRNA from whole head was prepared for one biological sample to provide quality-assurance of DA neuron-specific translatome. Libraries for RNA sequencing were prepared with the TruSeq RNA Sample preparation v2 kit (Illumina) and sequenced on an Illumina HiSeq 2000 sequencer.

### Real-time Quantitative RT-PCR (qRT-PCR)

Purified total RNAs aliquoted from PARIS-expressed TRAP Fly RNA extraction steps were used for cDNA synthesis using a First-strand cDNA synthesis kit (Invitrogen). Aliquots of cDNA were used as templates for real-time qRT-PCR procedure. Relative quantities of mRNA expression were analyzed using a SYBR green PCR kit (Qiagen) according to the manufacturer’s instruction. Statistical significance was determined by unpaired student’s *t* test using GraphPad prism software. Asterisks denote statistical significance (****p < 0.0001) as compared to controls.

The oligonucleotide sequences are listed below:

**Table:** 

Name of application	Gene name	Sequence
Fly_gene set	fly_Appl_F	CGTCTACTTCACGCTCTCCT
	fly_Appl_R	GACCTCGATGAAGCCCTGG
	fly_Porin2_F	GGTAACCAAGGGAGCCGG
	fly_Porin2_R	CAGTTTCTGTTCATAGCCCAGG
	fly_Dark_F	AGCAGACTTCAACCTCCACC
	fly_Dark_R	CTTCTCCAGAACCAGGTTGC
	Fly_Nrv2_F	CATTTGGGTATCGTGCGAGG
	Fly_Nrv2_R	TCAAGTAGCCCTCGGAGTTC

### Immunoblot

Total lysates or GFP + immunoprecipitated samples from 500 to 700 of a mixture of male and female heads were separated by 8–16% SDS-PAGE and transferred to nitrocellulose membrane (0.45 μm)^16^. 5% Difco skim milk (BD Bioscience) in PBST (0.05% Tween 20) was incubated for blocking, and the membranes were applied with specific antibodies as described in the figures. After incubation with horseradish peroxidase-conjugated secondary anti-mouse IgG (Amersham Bioscience), the antigen–antibody was detected in X-ray film (AGFA) by an ECL method (Thermo Scientific)^16^. The original membranes were cut prior to hybridization with antibodies during blotting. Primary antibodies used include the following: mouse monoclonal anti-GFP (N86/38, NeuroMab) and anti-beta-Actin HRP conjugate (13E5, Cell Signaling).

### PARIS ChIP-sequencing in SH-SY5Y human neuroblastoma cells

Human SH-SY5Y neuroblastoma cells were purchased from American Type Culture Collection (ATCC, Manassas, VA) and cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS) and 1% penicillin/streptomycin (Gibco-Invitrogen, Carlsbad, CA). For transient transfection, cells were transfected with indicated amounts of either flag-PARIS or flag using Fugene HD (Promega, Madison, WI) according to manufacturer’s instructions. After 48 h incubation, SH-SY5Y cells were cross-linked with 1% formaldehyde for 10 min at room temperature, and 125 mM glycine were then added to inactivate the formaldehyde. CHIP-seq high sensitivity kit (ab185908, Abcam) was further used for ChIP-Seq library preparation according to manufacturer’s instructions. Libraries were sequenced on an Illumina HiSeq 2000 sequencer.

### ChIP-qPCR

ChIP-qPCR was performed using SH-SY5Y cells transfected with Flag-PARIS^17^. After 48 h incubation, cells were cross-linked with 1% formaldehyde for 10 min at room temperature. Nuclei were lysed and the chromatin was digested to 150–900 bp by micrococcal nuclease for 20 min at 37 °C followed by sonication with three sets of 20-s pulses. Chromatin was rotated overnight at 4 °C with 5 μg of either Flag antibody (Sigma-Aldrich), Rabbit IgG (Cell signaling) as a negative control, or histone antibody (Cell signaling) as a positive control. Antibody-DNA complexes were isolated by ChIP grade protein G-agarose beads, eluted from the beads, and digested by 40 μg of Proteinase K for 2 h at 65 °C, followed by spin column-based purification of the DNA^17^. Primers were designed based on PARIS-DNA binding regions identified.

The oligonucleotide sequences are listed below:

**Table:** 

Name of application	Gene name	Sequence
Human gene set	APAF1_Ch_F	TGGACGTGACTGCTCTATCC
	APAF1_Ch_R	ACTGGACACAAAGGGAGGAG
	VDAC_Ch_F	ATCCAAAGTCAGGCTCCGAA
	VDAC_Ch_R	GTCGACTTAGGCGGTAGAGG
	APP_Ch_F	GCGAAAAGAGGTTGGAGCAA
	APP_Ch_R	TCCCTAAAGCCAGTCCTTCG
	ATP1B1_ch1_F	TGGCCTGAGTCTCAATTGGT
	ATP1B1_ch2_R	CTTCCCTCTTCTTTGCAGGC
	ATP1B1_ch2_F	GAGGAGGGCAGCTGGAAG
	ATP1B1_ch2_R	GAAAGATCAGACGCGGCG

### PARIS DNA binding affinity assay

PARIS-motif binding activity was determined using EpiQuik General Protein-DNA Binding Assay Kit—Colorimetric (Epigentek, NY, USA) according to the manufacturer's instructions. The absorbance was measured at 450 nm using Varioskan LUX (ThermoFisher, MA, USA) and SkanIt Software. Based on bioinformatics analysis, biotin–labeled oligonucleotides were constructed (Integrated DNA Technologies, IA, USA) using the following sequences: “New motif” oligonucleotide sequence: > 5′-GCCGGTG**GGCGCGGAGCCG**GGGACACG-′3**.** “Old motif” oligonucleotide sequence: > 5′-GCCGGTG**TATTTTT**GGGACACG-′3.

### RNA-seq data analysis

The TRAP-seq dataset composed of a total of 10 fastq files representing 4 different treatment groups was processed using the “alternate” differential expression workflow, a modified version of the “new” Tuxedo pipeline at http://ccb.jhu.edu/software/stringtie/index.shtml?t=manual#deseq. Briefly, after quality control (FASTQC v0.11.6) read alignment was performed using HISAT2 v2.1.0^18^, default parameters with “min-intronlen 74” and “max-intronlen 75,000”, Ensemble BDGP6.28 fly genome and the corresponding transcriptome annotation. After multi-mapped reads were identified exclusively specific for rRNA genes, StringTie v2.0’s by-default multi-mapping correction was enabled during transcript abundance estimations and generation of read coverage tables not to compromise the dataset by discarding multi-mapped reads, keeping the sample size (i.e. per-replicate-read-number) above the accepted threshold. StringTie output was directly analyzed for transcript-level differential expression (DE) using the R^19^ package Ballgown v2.16.0 while the same output was preprocessed using the author-supplied script “prepDE.py” at the website above for format conversion. These preprocessed files were fed into the R package DESeq2 v1.24.0^20^ for gene-level DE analysis, which ultimately generated the input for the rest of the downstream analysis presented here. The R package NOISeq(sim) v2.28.0 was used for DE analysis of pairwise comparisons with no replicates. Differentially expressed genes (DEGs) were identified with an adjusted *p* value (i.e. *q* value; BH-corrected) cutoff of less than 5%, which also applies to the rest of the workflow. FPKM-normalized reads were used to generate heatmaps with the R package pheatmap v1.0.12. Venn diagrams were generated using the “venn()” function in the R package gplots v3.0.1.1. Human orthologs of fly DEGs were identified using the most up-to-date version of HGNC tool, HCOP v02.28.2020, and downloaded in bulk for processing in python v3.6. These orthologs were evaluated in biological context using functional annotation tool of the Database for Annotation, Visualization, and Integrated Discovery (DAVID v6.8) with the human genome being the background^21–23^. More importantly, these orthologs, together with their corresponding fold changes and individual *p* values, were uploaded to the Ingenuity Pathway Analysis (IPA v2.4) server for in-depth knowledge analysis using the “Core Analysis” function (Fisher’s Exact Test (FET) *p* value: 1e−03). The upstream regulators were predicted by IPA using the default settings.

### ChIP-seq data analysis

ChIP-seq data sets, generated using PARIS WT in SH-SY5Y cells ‘in-house’, and the public (GSE120539)^24^ datasets, are composed of treatment and control samples, each with one replicate only. For each sample, after quality control as mentioned above, reads were separately aligned to the latest human genome (NCBI; GRCh38) using Bowtie with the parameter “-m 1” to retain uniquely mapped reads only. The R packages ChIPQC v1.20.0 and PhantomPeakQualTools v1.2.2 were used to confirm the quality of the aligned bam files based on the ChIP-seq guidelines by ENCODE consortium (NSC >  = 1.05; RSC >  = 0.8, Qtag = {− 2,− 1, 0,1,2})^25^. QC-confirmed bam files were subject to differential peak calling using MACS v1.4.2^26^ with the following parameters: -t Sample.sam -c Control.sam –format SAM -g hs -B -S– call-subpeaks. Peak annotation and visualization were done using the R packages ChIPseeker v1.20.0 and clusterProfiler v3.12.0, respectively. Tests for over-representation of gene ontology (GO) terms were performed using the R package ReactomePA v1.28.0 or the “goANA()” function in the R package limma v3.40.6. The gene list enrichment analysis platform, EnrichR v01.07.2020^27^, at https://amp.pharm.mssm.edu/Enrichr/ was used with the following libraries in this study: BioCarta MetabolicPA (2016) and Transcription Factor PPIs. STRING v11 protein association network analysis was performed with a minimal interaction score of 0.400 (FET *p* value: 1e−03)^28^. UCSC Genome Browser^29^ with custom tracks option enabled was used for visualization of peaks along the promoters and gene bodies. RSAT v2018^30^ and HOMER v4.11 (“findMotifs.pl” command)^31^ were used to perform binding motif analysis (BMA) with default parameters against the vertebrate and human backgrounds for motif enrichment, respectively. Yet, for in-house ChIP-seq dataset the min, the max, and the mean peak lengths were found to be excessively long for a regular BMA. Toward this end, the input peak sequences were restricted to include only summit of the peaks (i.e. + /− 100 bp.s).

### Code availability

The analysis pipelines and custom-made scripts presented in this manuscript are available from the corresponding author on reasonable request.

### Statistics

TRAP-seq dataset is composed of a total of 10 (TRAP control: 3, PARIS wild type: 3, PARIS mutant: 3, and whole brain: (1) replicate samples representing 4 different sample groups. A parametric *F*-test was used to analyze differential expression (significant changes in mean gene expression) by Ballgown while a Wald test or a likelihood ratio test (LRT) used by DESeq2 depending on the number of classes tested. A model-based analysis of MACS for peak calling is elaborated elsewhere^26^. As for the rest of analysis pipelines, 2-tailed, 2-sample Student’s *t *test was used to analyze the experimental and control groups in all in silico assays performed in this study. Fisher’s Exact Test or an alternate hypergeometric test was used for functional enrichment while a hypergeometric test (in HOMER) or a binomial or a chi-squared test (in RSAT) used for motif enrichment within the scope of this study. A *p* value or FDR of less than 0.05 was considered significant. Type of data distribution and validity of required assumptions were verified before statistical analysis in this work.

### Ethics declarations

Competing interests Statement: Patents related to this work include WO2017161155A1 “Methods for preventing or treating Parkinson’s disease by the farnesylation of PARIS.” T.M.D. and V.L.D are founders of Valted, LLC and hold an ownership equity interest in the company. These arrangements have been reviewed and approved by the Johns Hopkins University in accordance with its conflict of interest policies.

## Results

### Generation and characterization of hPARIS transgenic D. melanogaster

To investigate the breadth and the extent of transcriptomic changes caused by human PARIS (hPARIS, ZNF746) gene in fly dopaminergic (DA) neurons, the double transgenic *UAS-GFP::RpL10A; UAS-PARIS-WT* and *UAS-GFP::RpL10A; UAS-PARIS C571A* lines were crossed with *dTH-GAL4* line to perform TRAP-seq (Fig. 1a, Supplementary Fig. 1). This technique allows for quantification of actively translating mRNAs by immunoprecipitating the ribosomes using a GFP-specific antibody in transgenic cells expressing the ribosomal protein L10a and GFP (GFP-L10a) fusion. 

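In TRAP-seq, the mRNAs bound to ribosomes that carry the GFP-L10a fusion are pulled down with an antibody against GFP and sequenced, so that *dTH-GAL4* limits the profile to the neurons in which it is active. The data consisted of 10 libraries, namely 3 of TRAP control, 3 of PARIS C571A, 3 of PARIS WT and 1 of whole brain. Each TRAP control and PARIS C571A library was made from 500 heads and each PARIS WT library from 1500 heads. The paper's methods place the collection of the flies 2 days after eclosion, whereas the sample labels give an age of 30 days. The library without TRAP is total mRNA of the whole head in the methods and whole brain in the labels, in the statistics section and in Fig. 1; it is called whole brain here.

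The authors aligned the reads to the BDGP6.28 genome with HISAT2 2.1.0, estimated the abundance of each transcript with StringTie 2.0 and its default correction for multi-mapped reads, and converted these estimates to gene counts with StringTie's prepDE script. They deposited the estimated counts as whole numbers, without normalization, in 5 tables, 1 for the 3 transgenic groups together and 1 for each of 4 pairs of groups. In the table of the 3 groups, TRAP control replicates 1, 2 and 3 held 21737687, 21625198 and 11173874 counts on genes. PARIS C571A replicates 1, 2 and 3 held 30852502, 12261043 and 50102982 counts, and PARIS WT replicates 1, 2 and 3 held 24832896, 8819116 and 24095535. The whole brain library held 11619907 counts. Genes of rRNA took between 15.4% and 43.3% of the counts of the TRAP libraries and 3.24% of those of whole brain. The mitochondrial gene *mt:ATPase6* took between 19.2% and 53.6% of the counts of 7 TRAP libraries and had a count of 0 in PARIS C571A replicate 2, PARIS WT replicate 2 and whole brain. Because such genes shift the share left to all others, counts were scaled between libraries with edgeR's TMM factors, which leave out the genes that differ most, and are given as CPM, counts relative to the scaled library total.

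The tables did not all hold the same counts. For 761 of 17691 genes, at least 1 PARIS C571A or PARIS WT library had another count in the table of these 2 groups than in the table of the 3 groups, whereas the tables with TRAP control held the same counts as the table of the 3 groups. Each comparison was therefore made within the table of its own groups. Differential expression was tested with edgeR's quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the genes that passed edgeR's expression filter, while the authors used DESeq2. Reads of near-identical paralogs or of overlapping genes could be divided between genes by the authors' counting, and a gene at 0 in 1 table can hold counts in another. For a gene with at most 3 counts in each library of a group, the change is given as at least the fold taken against 3 counts.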

A previously-established protocol for both generating and characterizing the transgenic fly lines, TRAP control, PARIS wild type (WT), and PARIS C571A mutant, used in this study^5^ was modified to enrich for TH( +) DA neurons expressing transgenic constructs (Fig. 1a, Supplementary Fig. 1). GFP-L10a briefly crossed with *dTH-Gal4* line showed tissue-specific expression pattern^5^, and further confirmed by immunoblot experiment (Fig. 1b). Thus, TRAP allowed us to isolate mRNA selectively from DA neurons expressing PARIS transgenic constructs. Sequencing libraries were prepared using high quality of RNA samples with RNA integrity numbers (RINs) of around 8 or higher, and subsequently sequenced on Illumina HiSeq platform (Fig. 1c, Supplementary Fig. 2–3). The number of reads mapping to human PARIS gene in fly genome was computed for all different samples separately, with PARIS WT taking the lead as expected (Fig. 1d). 

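The housekeeping genes of Fig. 1e were represented by 9 genes, with tubulin taken as *alphaTub84B* and *betaTub56D* and 14-3-3 as *14-3-3zeta* and *14-3-3epsilon*. For each TRAP control replicate, the log2 ratio of its CPM over that of the single whole brain library was computed with a prior count of 1. The median log2 ratio of the 9 genes was 0.64 (SD 0.25 over the 3 TRAP control replicates), with medians of 0.77, 0.44 and 0.93 in replicates 1, 2 and 3. Over all 12262 genes with counts the median was −0.38, and the median of the list lay at the 70.1 percentile of 10000 random lists of the same size matched on mean expression. The ratio was above 0 in every replicate for 7 of the 9 genes and below 0 in every replicate for none. The highest mean log2 ratio was that of *betaTub56D*, 1.54 ± 0.27 (SD, n = 3), followed by *alphaTub84B* with 1.17 ± 0.14 (SD, n = 3). *RpS24*, the lowest of these 7, had a mean log2 ratio of 0.23 ± 0.20 (SD, n = 3). *Hsp60D* and *Hsp67Bc* varied between replicates, with mean log2 ratios of 0.27 ± 1.42 and −0.43 ± 2.73 (SD, n = 3 each). There was 1 whole brain library, so the difference has no replicate check on that side and no p-value is given. When CPM was computed from library sizes only, without TMM factors, the median of the housekeeping genes fell to −0.48 and that of all genes to −1.48, a shift that applies alike to every gene of a library.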

In a comparison between TRAP control and naïve whole brain samples, a randomly selected group of fly housekeeping genes demonstrated that TRAP protocol did not result in a global change in the transcriptome (Fig. 1e). Given the same comparison DA neuron-specific biomarker genes were found significantly enriched in TRAP control (Fig. 1f), confirming the quality of experiments with unique transcriptomic signatures from fly dopaminergic neurons.

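The 10 DA neuron biomarker genes of Fig. 1f had a median log2 ratio of TRAP control over whole brain of 1.51 (SD 0.27 over the 3 TRAP control replicates), with medians of 1.77, 1.23 and 1.41 in replicates 1, 2 and 3. This lay at the 99.2 percentile of the random lists matched on mean expression, as a description of these 4 libraries. With library sizes only, the median was 0.39. The random lists were drawn from all genes, so the percentile does not tell DA neurons from other neurons. Summed CPM of 10 genes of neurons in general was 2839 in TRAP control and 766 in whole brain. That of 9 genes of neurons other than DA neurons was 653 and 378, while that of 9 glia genes was 929 and 1209.

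In every replicate, 5 of the 10 genes were higher than in whole brain, and none was lower in every replicate. The gene *oc*, on chromosome X from 8630159 to 8650681 in Ensembl's BDGP6.54 annotation, had a mean log2 ratio of 2.79 ± 0.29 (SD, n = 3). The vesicular monoamine transporter gene *Vmat*, on 2R from 13513132 to 13534251, had a mean log2 ratio of 1.99 ± 0.15 (SD, n = 3), and *Hr38*, on 2L from 20683462 to 20714588, one of 2.68 ± 0.39 (SD, n = 3). The mean log2 ratios of *CG4328* and *nord*, 1.03 ± 0.74 and 0.87 ± 0.79 (SD, n = 3 each), were closer to their spread between replicates. The other 5 genes had no counts in at least 1 TRAP control replicate. Counts of *ple*, the tyrosine hydroxylase gene, were 953, 0 and 476 in TRAP control replicates 1, 2 and 3 and 400 in whole brain. Counts of the dopamine transporter gene *DAT* were 1552, 0 and 0, against 308 in whole brain, so that replicate 1 alone decides its mean. Counts of *fkh* were 295, 0 and 0, those of *en* 0, 0 and 66, and both genes were at 0 in whole brain. *Ptx1* had counts of 0, 81 and 48, and 28 in whole brain. *DAT* and *fkh* were among the genes whose counts differ between the tables.

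**Figure D1:**
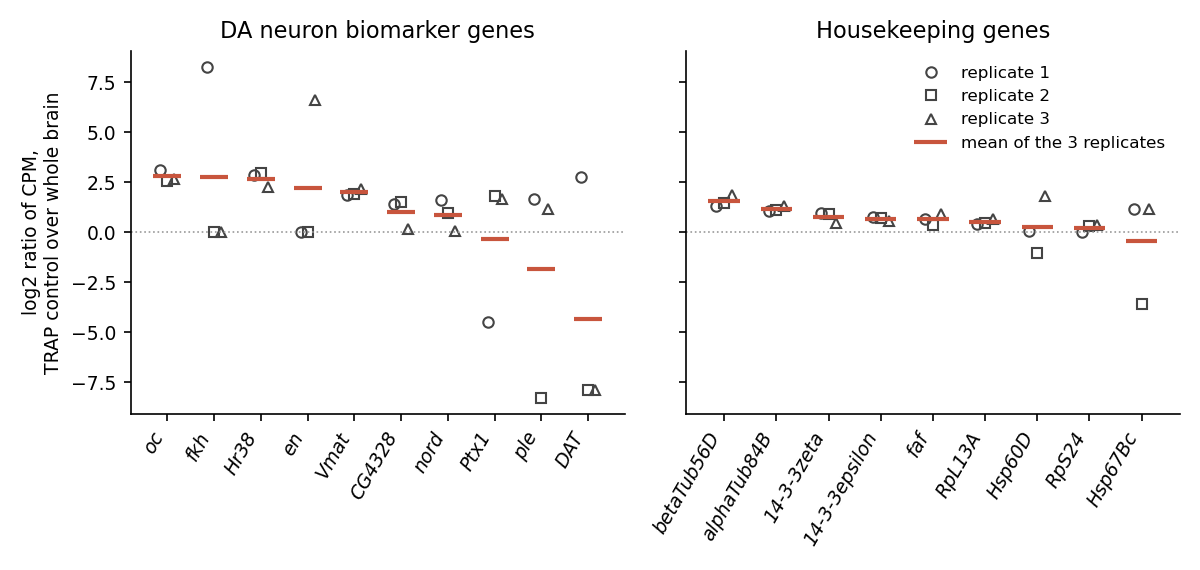
Log2 ratio of CPM of each TRAP control replicate over the whole brain library for the DA neuron biomarker genes (left) and the housekeeping genes (right), in order of the mean. Each symbol is 1 replicate and each red line the mean of the 3; in the left panel, symbols far below 0 are replicates with a count of 0, such as replicates 2 and 3 for *DAT*, and 7 of the 9 housekeeping genes lie above 0 in every replicate.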

**Figure 1:**
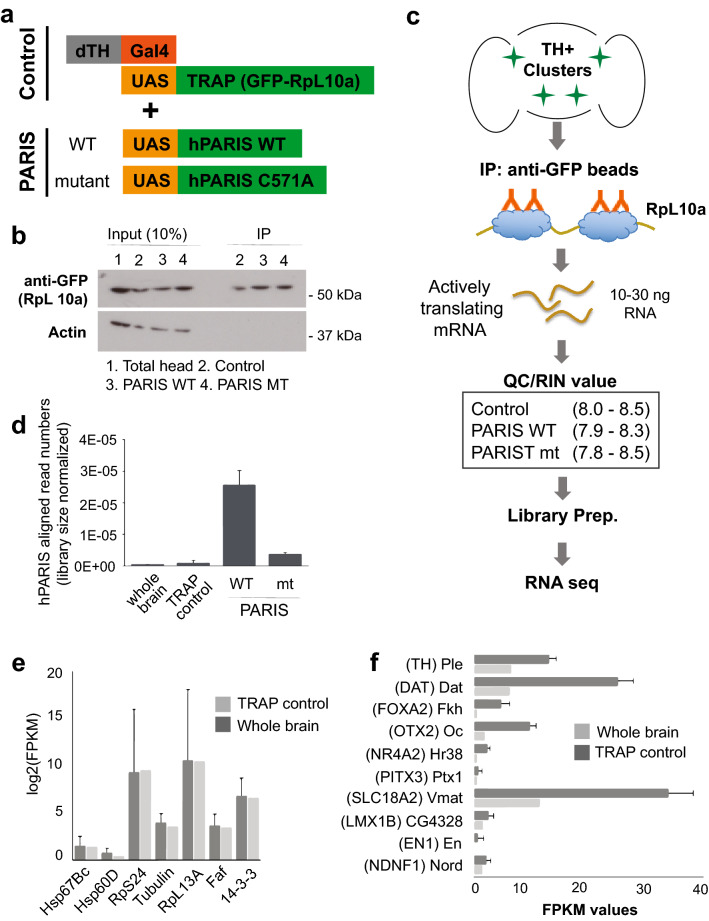
TRAP enables cell type–specific isolation of RNA from dopamine neurons. (**a**) The customized approach here for isolating RNA from dopamine (DA) neurons in Drosophila is based on use of human PARIS (hPARIS) expression construct to induce PD phenotype in fly and GFP-tagged ribosomal protein L10a (GFP-L10a) to specifically target actively translating mRNAs. (**b**) Immunoblotting results showing the expression of GFP-L10a fusion protein only for a qualitative assessment. The original membranes were cut prior to hybridization with antibodies during blotting. (**c**) TRAP-seq protocol. RNA integrity numbers (RINs) of around 8 or more demonstrating a high RNA integrity before sequencing. (**d**) Library size-normalized read counts calculated for hPARIS gene in fly genome, with PARIS wild type taking the lead as expected. (**e**) FPKM-normalized expression levels of a randomly selected group of fly housekeeping genes demonstrating TRAP protocol did not cause a global change in the transcriptome. (**f**) FPKM-normalized expression levels of DA neuron-specific biomarker genes significantly enriched in TRAP control. All RNA-seq based expression data presented here were expressed as mean ± standard error of the mean (SEM) values, for each condition studied.

### Two pairwise comparisons shed light on PARIS-driven global expression changes in fly DA neurons

In addition to transcriptome profiling of DA neurons in fly expressing hPARIS WT exogenously, we intended to investigate the regulatory role of the transcriptionally inactive mutant of PARIS, substituting cysteine for alanine at position 571 (C571A), published previously by our group^6^. This is because PARIS has, in addition to a pair of its DNA-binding domains, a KRAB domain that acts as a docking site for other DNA-binding proteins, implying an indirect means of transcriptional silencing by PARIS as an adaptor protein. 

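Between PARIS WT and TRAP control, 9697 genes were tested, of which 59 were lower and 10 higher in PARIS WT with an adjusted p-value under 0.05 (edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, n = 3 libraries per group). At an unadjusted p-value under 0.05 there were 718 lower and 410 higher genes. Among the alternatives set before the data were examined, a block on the replicate number called 2 lower and 0 higher genes (460 and 321 at an unadjusted p-value under 0.05), DESeq2 without independent filtering and Cook's filter 621 and 163, and DESeq2 with its default settings 562 and 162. With each library left out in turn, between 12 lower genes (without TRAP control replicate 2) and 44 (without PARIS WT replicate 1) were called, and between 0 higher genes (without any 1 of the PARIS WT replicates) and 8 (without TRAP control replicate 1). The lower gene with the smallest p-value was *CG4836* (FBgn0270925), on 3R from 20013872 to 20018248, which fell from 147 ± 10.9 CPM (SD, n = 3) in TRAP control to 8.78 ± 1.12 CPM (SD, n = 3) in PARIS WT, a log2 fold change of −4.07 (standard error 0.16, adjusted p = 0.00122). It was followed by *RpL26*, which had no counts in any PARIS WT library and was at least 2938-fold lower there (adjusted p = 0.00134) but whose 3 PARIS C571A libraries held 13158, 10194 and 0 counts, and *CG31468*, with a log2 fold change of −5.37 (standard error 0.26, adjusted p = 0.00134). The 3 higher genes with the smallest p-values were *BomBc2*, *CG31904* and *CG8736*, whose log2 fold changes were 1.74, 3.69 and 3.60 (standard errors 0.19, 0.42 and 0.41, adjusted p = 0.0241, 0.0273 and 0.0273).

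Between PARIS WT and PARIS C571A, 9460 genes were tested, of which 4 were lower and 1 was higher in PARIS WT by the same test, and 409 were lower and 391 higher at an unadjusted p-value under 0.05. DESeq2 called 185 lower and 136 higher genes. Without PARIS C571A replicate 2 no gene was called in either direction, and without PARIS WT replicate 1 there were 19 lower and 4 higher genes. The 4 lower genes were *RpLP1*, *Su(z)2*, *CG4836* and, named here after its values were seen, *CHOp24*. *RpLP1* and *Su(z)2* had no counts in any PARIS WT library in this table, and at least 6734 and 638 counts in each PARIS WT library in the table of the 3 groups. With the counts of the latter table, chosen after seeing the data, 0 genes were lower and 2 higher. *CG4836* had a log2 fold change of −2.15 (standard error 0.20, adjusted p = 0.0433). The higher gene, *GstE1*, had a log2 fold change of 1.64 (standard error 0.11, adjusted p = 0.0102).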

Analysis of the differentially expressed genes (DEGs) identified from combinations of pairwise comparisons and 3-group comparison given the 3 different transgenic fly lines showed 686 DEGs in the TRAP control versus PARIS WT and 185 DEGs in the PARIS WT versus C571A mutant comparisons (Fig. 2a-b, Supplementary Fig. 4). 

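*CG4836* and *CHOp24* were lower in PARIS WT in both comparisons. *CHOp24* had no counts in any PARIS WT library and a mean of 15.4 CPM in TRAP control and of 19.0 CPM in PARIS C571A. There were 9005 genes tested in both comparisons. Both use the same PARIS WT libraries, so overlaps between them can exceed chance without any effect. In 20 simulations of unchanged groups that shared these libraries, the 2 lists together held at most 1 gene, which gives no reference for the size of an overlap. Without PARIS C571A replicate 1 or 2 or PARIS WT replicate 3, no gene was lower in both, and without PARIS C571A replicate 3 or any 1 of the TRAP control replicates 1 gene was.

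Of the paper's 686 genes lower in PARIS WT than in TRAP control, 561 passed the expression filter used here and all of these had a negative log2 fold change, 549 of them with an unadjusted p-value under 0.05 and 59 with an adjusted one. There were no counts in any PARIS WT library for 336 of the 686 genes, 10 of which had at least 20 counts in each PARIS WT library in the table of PARIS C571A and PARIS WT. Of the paper's 185 genes lower in PARIS WT than in PARIS C571A, 163 passed the filter, again all with a negative log2 fold change, 162 with an unadjusted p-value under 0.05 and 4 with an adjusted one. For 73 of the 185 genes there were no counts in any PARIS WT library, and 12 of these 73 held at least 20 counts in each PARIS WT library in the table of the 3 groups. The 2 lists share 87 genes in the paper's supplement, of which 39 were at 0 in every PARIS WT library of both tables.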

A Venn diagram indicates the degree of overlap between the DEG lists identified in these comparisons (Fig. 2c). These 686 DEGs downregulated by PARIS WT were used for functional enrichment to confirm mitochondrial dysfunction in PARIS phenotype (Fig. 2d, Supplementary Fig. 5).

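No ontology was used here, so genes of mitochondrial respiration were tested as sets fixed by name before the data were examined, with limma's camera test and a preset correlation between genes of 0.01. The p-values were adjusted over 10 tests, of 5 sets in 2 comparisons. None of the 70 nuclear-encoded subunits of oxidative phosphorylation (OXPHOS) was among the paper's 686 genes. Of these subunits 68 were tested, and their median log2 fold change between PARIS WT and TRAP control was 0.33, with 8 of 68 lower in PARIS WT (adjusted p = 9.27e-07 from camera). This call did not hold with a correlation estimated from the data (adjusted p = 0.335) and held in limma's rotation test fry (adjusted p = 0.0451). Summed over the subunits, CPM was 5010.0 ± 432 in TRAP control, 5610.0 ± 378 in PARIS C571A and 6092 ± 305 in PARIS WT (SD, n = 3 each).

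Paralogs of these subunits, named as such in the annotation (for example *COX4L*, *ND-24L* and *Cyt-c-d*), went the other way. Of 25 paralogs, 9 were among the paper's 686 genes, and of the 13 tested 12 were lower in PARIS WT, with a median log2 fold change of −4.71 (adjusted p = 8.53e-11 from camera), or of −3.31 with the 7 genes that had at most 3 counts in each PARIS WT library set to their bound. The call held with the estimated correlation (adjusted p = 0.0194) and in fry (adjusted p = 4.13e-06). None of the paralogs alone passed an adjusted p-value of 0.05. Their summed CPM was 38.2 ± 3.45 in TRAP control, 15.4 ± 2.02 in PARIS C571A and 3.00 ± 0.55 in PARIS WT (SD, n = 3 each), a range in which reads shared with the more abundant subunits could alter the counts. Summed CPM of 45 testis genes fell in the same order, with means of 637, 200.3 and 38.9. A source shared with the testis genes, rather than a change of respiration genes in DA neurons, thus stays open. From the functional enrichment of its 686 genes, the paper proposes that mitochondrial dysfunction underlies the PARIS phenotype.

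**Figure D2:**
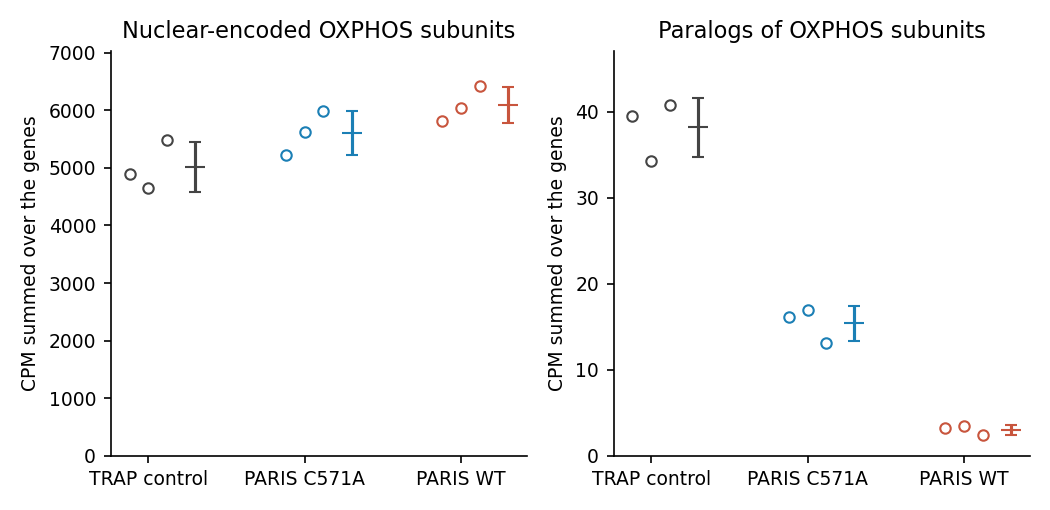
CPM summed over the nuclear-encoded OXPHOS subunits (left) and over their paralogs (right) in the 3 groups, on axes that start at 0. Circles are libraries and the bars beside them mean ± SD (n = 3); the sum of the paralogs falls from 38.2 CPM in TRAP control to 3.00 CPM in PARIS WT, while that of the subunits is more than 100 times larger in each group.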

**Figure 2:**
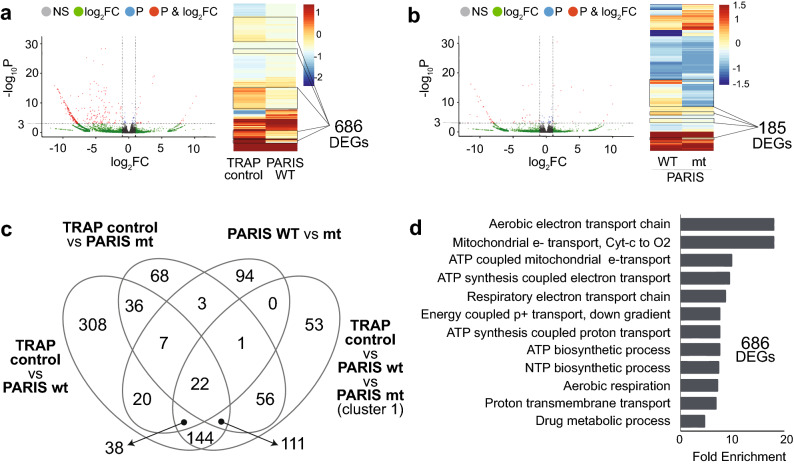
Two pairwise comparisons shed light on PARIS-driven global expression changes in fly DA neurons. (**a**-**b**) Only “TRAP control versus PARIS wild type” and “PARIS C571A mutant versus PARIS wild type” pairwise comparisons with a special focus on transcriptional suppression generated biologically meaningful outcome. (**c**) A Venn diagram^19^ showing only for these two comparisons mentioned here majority of the DEGs that are downregulated are comparison-specific, not shared as in the rest of the comparisons. (**d**) Functional enrichment results of 686 DEGs identified as downregulated from the “TRAP control versus PARIS wild type” comparison, implying mitochondrial dysfunction underlying PARIS phenotype.

### Multifactorial transcriptomic changes induced by PARIS identify PPARγ as a master regulator

PARIS, which was identified as a novel substrate and a likely hub molecule in PD molecular network, downregulates peroxisome proliferator-activated receptor gamma (PPARγ) coactivator -1α (PGC-1α) to inhibit mitochondrial biogenesis^5,6^. Like the rest of the PPAR family TFs, PPARγ is also subject to: (1) transcriptional co-activation by PGC-1α, (2) heterodimerization with retinoid-X-receptor-α (RXRA) for DNA binding in a sequence specific manner on the promoter region of the target genes^13,32,33^.Thus, to explore functions of PARIS in nucleus as a trans-acting factor with extra domains for other DNA binding elements, we decided to apply Causal Network Analysis (CNA) tool on the IPA platform and investigated if PARIS pairs with other regulatory element(s) during gene regulation or if PARIS itself regulates the expression of other TFs in a cascade-like manner. Within the scope of this analysis upstream regulator is indicative of the TF activity explaining gene expression changes exhibited in input dataset, with the input being the human orthologs of the DEGs identified from “PARIS mutant versus PARIS WT” pairwise comparison. The IPA stands out as a tool based on prior knowledge of expected effects between transcriptional regulators and their target genes stored for this type of analysis. Yet, their knowledge base has been built exclusively for human, rat, and mouse queries so we performed strict one-to-one ortholog mapping for the fly DEGs in human, as suggested by the IPA guidelines^34^. PPARγ ranked first as the master regulator driving the observed expression changes caused by PARIS transcriptional activity (Table 1), supporting our previous findings that PARIS acts on PGC-1α along the NRF1/2-TFAM axis to intervene in mitochondrial biogenesis^6^. The PPARγ network enriched in the input list of DEGs is composed of 12 genes, 8 of which come from the input list (green nodes), of a depth of 2 with a 33% enrichment ratio, mostly of direct interactions (straight edges) (Fig. 3a). These 8 DEGs had a varying range of downregulation (FC: 1.9, > 10.0, 2.1, 1.4, 2.3, > 10.0, 1.3, and 1.9 respectively) with high statistical significance (*p* value up to 10^–24^) (Fig. 3b). 

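The 8 genes of the PPARγ network in Fig. 3b were compared between PARIS WT and PARIS C571A in the table of these 2 groups. *CG8861* (FBgn0037676), on 3R from 9293642 to 9328511, had 31.7 ± 0.753 CPM (SD, n = 3) in PARIS C571A and 14.7 ± 2.48 CPM (SD, n = 3) in PARIS WT, a log2 fold change of −1.11 (standard error 0.18, adjusted p = 0.181 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). *nrv2* (FBgn0015777), on 2L from 6789770 to 6798862, had 72.1 ± 3.32 and 47.4 ± 9.70 CPM (SD, n = 3 each) and a log2 fold change of −0.60 (standard error 0.17, adjusted p = 0.334). *Appl* (FBgn0000108), on X from 530501 to 579044, had 286 ± 30.0 and 203 ± 9.10 CPM (SD, n = 3 each) and a log2 fold change of −0.49 (standard error 0.11, adjusted p = 0.254). *Eaat2* had a log2 fold change of −0.53 (standard error 0.15, adjusted p = 0.346) and *Hsc70-2* one of −4.88 (standard error 1.61, adjusted p = 0.456), the latter from a mean of 6.09 CPM in PARIS C571A. For these 5 genes every PARIS WT library lay below every PARIS C571A library, and chance gives such a separation, in either direction, for 10% of genes with 3 libraries against 3.

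The other 3 genes had no counts in any PARIS WT library in this table. *Su(z)2* (FBgn0265623), on 2R from 12996501 to 13007911, was at least 307-fold lower (adjusted p = 0.00565). *CG11459* was at least 12.8-fold lower (adjusted p = 0.254). *Cyp6a16* did not pass the expression filter and was at least 14.1-fold lower in the mean. Its counts in PARIS C571A replicates 1, 2 and 3 were 0, 111 and 93. In the table of the 3 groups, however, the same PARIS WT libraries held counts of *Su(z)2* and *CG11459*. There, *Su(z)2* had 56.7 ± 5.80 CPM in PARIS C571A and 51.9 ± 12.8 CPM in PARIS WT, and *CG11459* had 2.00 ± 0.40 CPM in PARIS WT and no counts in any PARIS C571A library (SD, n = 3 each).

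With *Porin2* and *Dark* of Fig. 5e, the 2 networks hold 10 genes. Of these, 9 were tested, all 9 with lower values in PARIS WT and an unadjusted p-value under 0.05. Adjusted over all genes tested, *Su(z)2* alone passed an adjusted p-value of 0.05, and adjusted over the list alone all 9 did, which is not independent evidence because the study chose the genes from these libraries. DESeq2 with its default settings called all 10. With the counts of the table of the 3 groups none was called. Without PARIS C571A replicate 2 or 3, *Su(z)2* was no longer called. Against TRAP control, 6 of the 8 genes tested were lower in PARIS WT, and 0 passed an adjusted p-value of 0.05 by edgeR. The others, *nrv2* and *CG8861*, had means of 34.82 and 10.75 CPM in TRAP control. These rose to 73.65 and 32.41 CPM in PARIS C571A and were 47.25 and 14.63 CPM in PARIS WT. Their lower values in PARIS WT than in PARIS C571A were thus not a fall below TRAP control. From its causal network analysis of the DEGs between PARIS WT and PARIS C571A, the paper states that PPARγ ranked first among the regulators of the expression changes caused by PARIS.

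**Figure D3:**
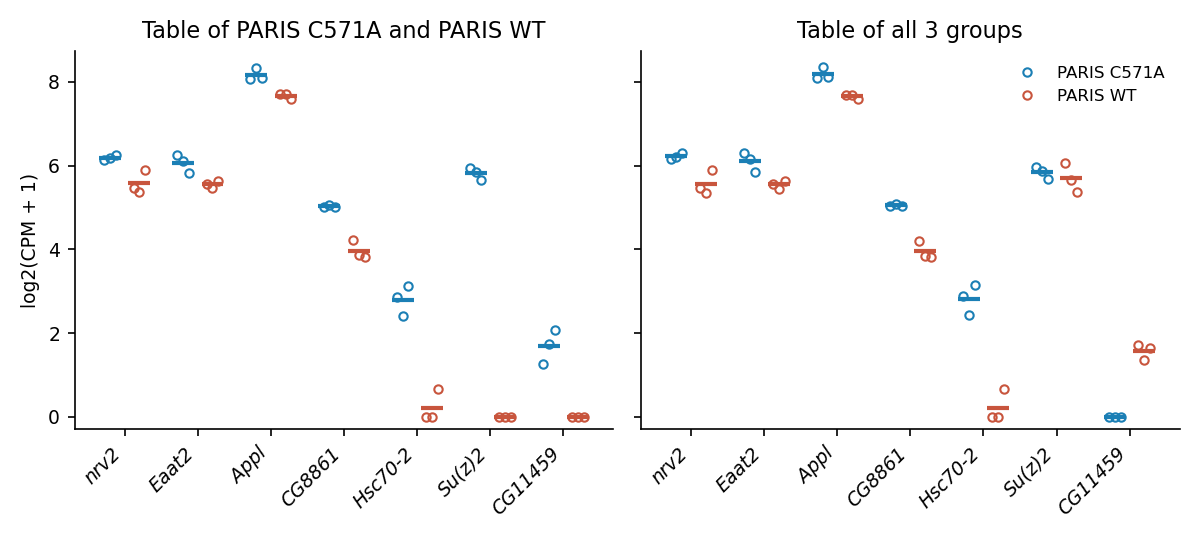
Expression of 7 network genes, as log2(CPM + 1), in PARIS C571A and PARIS WT, from the table of these 2 groups (left) and from the table of the 3 groups (right). Circles are libraries and bars the mean of 3; *Su(z)2* and *CG11459* are at 0 in the 3 PARIS WT libraries on the left and above 0 on the right, while *CG11459* is at 0 in PARIS C571A on the right.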

As for the rest of the predicted master regulators listed in Table 1, the causal networks had full of indirect interactions at all regulatory layers predicted and contributing genes with relatively low significance (Supplementary Figs. 6–7). As a part of the IPA, Canonical Pathway Analysis (CPA) was also conducted to associate the same human ortholog genes with the known pathways in Ingenuity's Knowledge Base, which supports our previous finding that DNA binding capacity of PARIS is required to induce PARIS-driven neurodegeneration in DA neurons (Fig. 3c). The entire list of enriched pathways, which also highlights the specificity of TRAP-based dopaminergic neuron targeting at the pathway level, is given in Supplementary results (Supplementary Fig. 8). Finally, KEGG pathway and “Associated Disease” inferences from DAVID analysis with the human orthologs of the DEGs identified from “TRAP control versus PARIS WT” pairwise comparison taken as input highlighted PD and mitochondrial functioning as the top deregulated signaling pathways, and the neurological and the psychiatric disorders as the underlying disease networks (Table 2, Supplementary Figs. 9–10). 

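Further sets were tested between PARIS WT and TRAP control. The mitochondrially encoded subunits had a median log2 fold change of 1.242, with 1 of 9 tested genes lower in PARIS WT (adjusted p = 0.0460 from camera). This did not hold with the estimated correlation (adjusted p = 0.556) or in fry (adjusted p = 0.391), and without TRAP control replicate 3 the median was 0.15 (adjusted p = 0.243). The 16 tested genes of the tricarboxylic acid cycle had a median log2 fold change of 0.17, with 4 lower (adjusted p = 0.0664). This set passed 0.05 in 4 of the alternatives, without TRAP control replicate 3 (adjusted p = 0.0287) or PARIS WT replicate 1 (adjusted p = 0.0478), with no filter (adjusted p = 0.0441) and with all 3 groups in one fit (adjusted p = 0.0487), and did not with the estimated correlation (adjusted p = 0.527) or in fry (adjusted p = 0.154). None of the genes of either set was among the paper's 686 genes. The paper lists the citrate cycle among the KEGG pathways enriched in human orthologs of its DEGs. The sets here held fly genes chosen by name, so they do not test the genes behind that term.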

The same human ortholog genes identified from this second comparison were used for another round of CPA, associating mitochondrial dysfunction and NRF2-mediated oxidative stress response with PARIS transcriptional repression (Supplementary Figs. 11–12). 

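The 19 genes tested here for the NRF2 response, among them *cnc*, *Keap1*, *GstD1* and *Trxr1*, had a median log2 fold change of −0.015 between PARIS WT and TRAP control, with 10 of 19 lower in PARIS WT (adjusted p = 0.518 from camera), so that no shift of the set was detectable. Without TRAP control replicate 3 or PARIS WT replicate 1, the median was 0.014 and 0.0078. This set was chosen by fly gene name and need not hold the genes behind the paper's pathway result. None of its 19 genes was among the paper's 686 genes. One of them, *GstE1* (FBgn0034335), on 2R from 18398393 to 18399223, passed the adjusted threshold in the other direction, with 64.1 ± 6.60 CPM in TRAP control and 126 ± 10.1 CPM in PARIS WT (SD, n = 3 each), a log2 fold change of 0.98 (standard error 0.13, adjusted p = 0.0421 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). With any 1 library left out, *GstE1* was no longer called.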

Taken altogether, PPARγ in DA neurons appears to be a potential master regulator of transcriptomic changes driven by PARIS, leading to mitochondrial dysfunction.

**Table 1:** Top 3 causal networks predicted by IPA^34^ explaining expression changes in the input dataset.

Master regulator	Participating regulators	Depth	Predicted activation	Activation z-score	*p* value of overlap	Network bias-corrected *p* value	Target molecules in dataset
PPARγ	APP, NFkB (complex), PGR, PPARG	2		0.707	5.84E−04	2.1 E−03	APP, ATP1B1, BMI1, CD59, CTSL, CYP3A4, HSPA1A/HSPA1B, SLC1A2
KIF5B-RET	CHUK, ERBB2, ESR1, FGFR1, IKBKB, …	3	Inhibited	− 2.324	6.19 E−04	5.3 E−03	APAF1, APP, ARHGAP1, ATP1B1, BMI1, CD59, CDC23, CSAD, CYP3A4, …
MUC1	ADAM17, AKT1, CASP8, CASP9, CDKN1A, …	3		− 1.528	7.07 E−04	7.1 E−03	APAF1, APP, ARHGAP1, ATP1B1, BMI1, CASP2, CD59, CDC23, CSAD, …

The network bias-corrected *p* value of overlap (calculated using Fisher’s Exact Test, *p* value < 0.05) defines possible significant overlaps between the input genes and the known targets regulated by an upstream regulator.

**Table 2:** Top 5 “Disease” and “pathway” terms enriched by DAVID Knowledge analysis^21^.

Analysis	Category	Term	Count	%	*p* value	Benjamini
Disease	GAD_DISEASE_CLASS	NEUROLOGICAL	65	20	2.7 E−02	3.9 E−01
Disease	GAD_DISEASE_CLASS	PSYCH	47	15	2.9 E−02	2.3 E−01
Pathway	KEGG_PATHWAY	Parkinson’s disease	15	5.4	1.5 E−07	3.0 E−05
Pathway	KEGG_PATHWAY	Metabolic pathways	45	16	6.5 E−07	6.4 E−05
Pathway	KEGG_PATHWAY	Huntington’s disease	15	5.4	6.0 E−06	3.9 E−04
Pathway	KEGG_PATHWAY	Carbon metabolism	10	3.6	1.5 E−04	7.5 E−03
Pathway	KEGG_PATHWAY	Citrate cycle (TCA cycle)	6	2.1	1.6 E−04	6.0 E−03

Disease and KEGG pathways^23^ with Fisher’s Exact Test based *p* value < 0.05 were selected.

**Figure 3:**
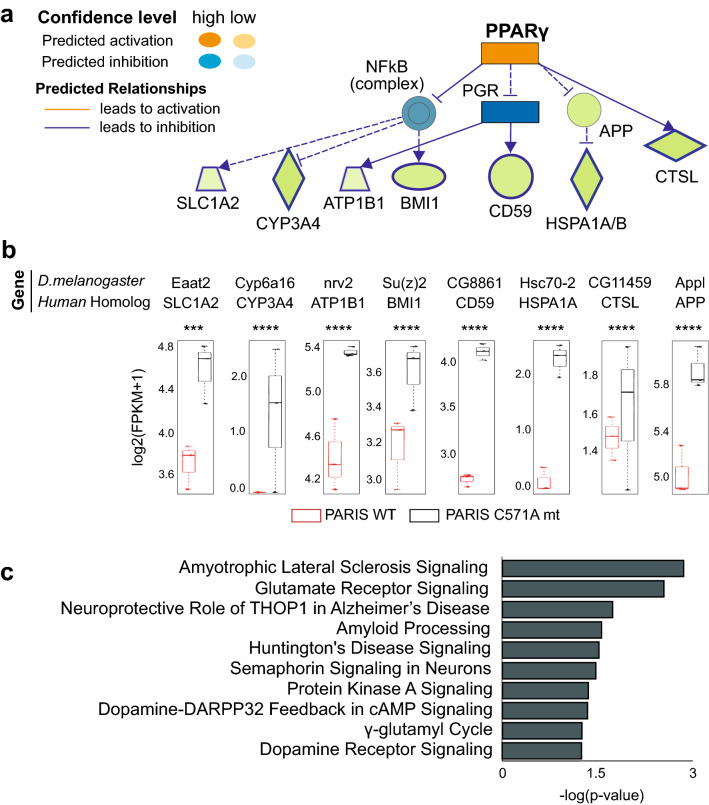
Multifactorial transcriptomic changes induced by PARIS identify PPARγ as a master regulator. (**a**) The PPARγ network enriched in the input dataset (i.e. human orthologs of the DEGs identified as downregulated from “PARIS C571A mutant versus PARIS wild type” comparison) using Causal Network Analysis (CNA) tool in IPA^34^. Blue arrows indicate a direct, suppressive relationship (such as causation, phosphorylation, and so on) while dashed arrows indicate an indirect relationship. Blue dashed lines without arrow indicate an indirect inhibition, likely by ubiquitination. Green nodes represent user-supplied genes (that is, downregulated in PARIS wild type) while the other nodes are predicted genes. Dark blue shading means the node is predicted to be inhibited by its regulator with high confidence (such as PGR) while pale blue shading means inhibitory prediction with low confidence (such as NFkB). Network shapes: rectangle (nuclear receptor), vertical diamond (enzyme), horizontal diamond (peptidase), ellipsis (transcription regulator), trapezoid (transporter), circle (other). Enrichment (FET) *p* value threshold: 1e−03. (**b**) The expression profile of the user-supplied genes in the PPARγ network in (**A**) with statistical significance values: ***p ≤ 0.001, ****p ≤ 0.0001. As expected, all these genes with plotted expression profiles are downregulated with high significance in PARIS wild type with respect to the mutant. (**c**) Enriched canonical pathways with a strong emphasis on neurodegeneration identified by Canonical Pathway Analysis (CPA) module in IPA^34^ taking the same human ortholog genes in (**A**) as input.

### Characterization of genome-wide PARIS binding sites in SH-SY5Y neuroblastoma cells

Next, we applied ChIP-seq as a means to build a genome-wide high-resolution map of the PARIS binding regions, and thereby, investigate transcriptional regulatory mechanism of PARIS in neuronal cells. The choice of human neuroblastoma cells to be used as a neurodegeneration model for this application stems from the knowledge that PPARγ appears highly active as a transcription factor in SH-SY5Y cell line (Fig. 4a). The majority of significant PARIS ChIP-seq peaks were mapped to promoter region (− 3000, + 3000) of the genes (Fig. 4b, Supplementary Fig. 13). Neuron-specific cellular components were enriched in the peak-annotated genes (Fig. 4c), confirming selective targeting of PARIS in neuroblastoma cells. Interestingly, the high number of peak-annotated genes identified at increased stringency (Table 3) implies how potent PARIS could be as TF in neuronal cells, unlike the low number of peak-annotated genes identified using the same set of parameters even at a lower stringency in HEK293 cells obtained from a public PARIS ChIP-seq experiment (Supplementary Fig. 14). To further explore the functional enrichment categories related to the most significant peak-annotated genes, a decision tree was made to rank, based on peak calling *p* value and then on fold enrichment, about 3400 genes to obtain a list of top 600 genes with a ChIP-seq peak overlapping exclusively the promoter region (Supplementary Fig. 15). As PPARγ is a key regulator in metabolic processes such as lipid and glucose metabolism, these shortlisted genes were used for BioCarta Metabolic Pathway Analysis on the EnrichR platform. The PPARγ pathway appears again as the most significant pathway enriched in the final list of peak-annotated genes while NRF2 Pathway ranked third (Fig. 4d, Supplementary Fig. 15). Taking the same list as the genes regulated by a hypothetical group of interacting TF(s), TF protein–protein interaction cluster-gram made on the same analysis platform revealed RXRA as the most enriched DNA binding element, followed by PPARẟ (Fig. 4e). RXRA is known as a well-defined PPAR family TF interacting partner^32,33^. Lastly, we used these top-ranked 600 peak-annotated genes for CNA and noted that Parkin is the top-most component of the regulatory network associated with the expression patterns observed in the input dataset (Supplementary Fig. 16). Overall, PPARγ-associated functional clusters, such as NRF-2-mediated oxidative stress, appear to form a crucial regulatory network in PARIS phenotype, supporting the observations from TRAP-seq analysis using fly model.

**Figure 4:**
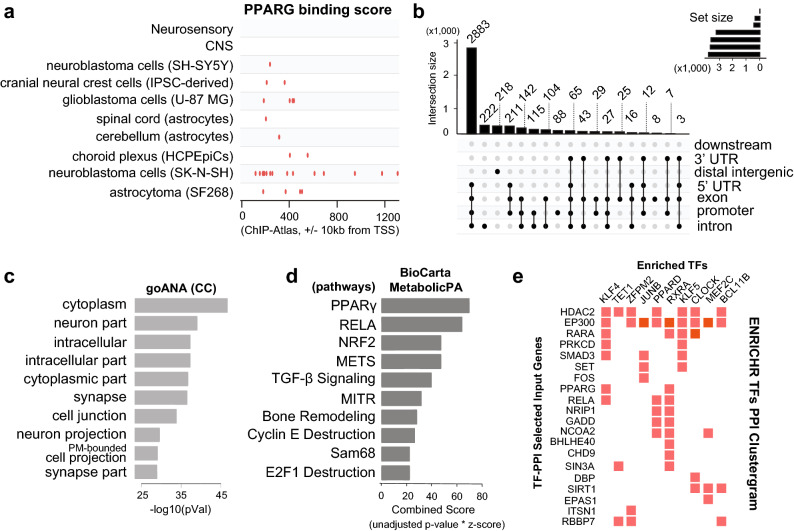
Characterization of genome-wide PARIS binding sites in SH-SY5Y neuroblastoma cells. (**a**) Human neuroblastoma cells provide a potential niche for PPARγ’s regulatory activities, justifying the choice of cell line for ChIP-seq experiment. (**b**) An upset plot^19^ showing the majority of significant PARIS ChIP-seq peaks overlap promoter region (− 3000, + 3000) of the genes in the human genome. (**c**) Enrichment of neuron-specific cellular components by PARIS taking the entire set of the peak-annotated genes as input. (**d**) Enriched metabolic pathways identified by BioCarta MetabolicPA module in EnrichR^27^ taking as input the significant peak-annotated genes that are also ranked by fold enrichment and that have a ChIP-seq peak overlapping the promoter region. Top 3 pathways include PPARγ and NRF2 pathways. (**e**) Enriched TFs identified by Transcription Factor PPI module in EnrichR^27^ taking the same genes in (**d**) as input. The most enriched TFs include PPARẟ and RXRA, the binding partner of PPARγ.

**Table 3:** Basic statistics describing in-house ChIP-seq outcome.

Parameters	Number of elements
*p* value	1E−25
FDR	0.05
Number of peaks detected	4244
Number of unique genes annotated	3738
Number of genes around promoter (TSS region = (− 3000, 3000))	3356

Peaks that could be assigned to the nearest genes (i.e. +/− 3 kb around TSS region) were used for downstream analysis. The estimated fragment size is 157 bp.s.

### PPARγ orchestrates PARIS-driven transcriptomic changes

In an attempt to combine two independent datasets to find common genes that are both physically regulated (from ChIP-seq) and significantly suppressed (from TRAP-seq) by PARIS, we identified 52 peak-annotated genes shared with the “TRAP control versus PARIS WT” comparison, and 23 genes with the “PARIS WT versus C571A mutant” comparison (Fig. 5a,b). 

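Of the genes shared between ChIP-seq and the comparison of PARIS WT with PARIS C571A, *Appl* and *nrv2* are given with the network of Fig. 3b. *Dark* (FBgn0263864), on 2R from 17020027 to 17026703, had 28.2 ± 4.02 CPM in PARIS C571A and 15.4 ± 3.53 CPM in PARIS WT (SD, n = 3 each), a log2 fold change of −0.88 (standard error 0.23, adjusted p = 0.325 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). *Porin2* (FBgn0069354), on 2L from 10845788 to 10847044, had 2.51 ± 1.07 CPM (SD, n = 3) in PARIS C571A and no counts in any PARIS WT library, and was at least 13.9-fold lower (adjusted p = 0.254 from the same test). DESeq2 gave adjusted p-values of 0.0242 for *Dark* and 0.00101 for *Porin2*, and the alternatives together ranged from 0.0242 to 0.762 for *Dark* and from 0.000871 to 0.783 for *Porin2*.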

Functional enrichment analysis revealed lipid metabolism associated terms such as fatty acid elongation and acyl-CoA biosynthesis as the key module explaining the functional trend for the first pairwise comparison above (Fig. 5c, Supplementary Fig. 17) while for the second the shared genes reproduced a part of the PPARγ network in Fig. 3a with significant differential expression (Fig. 5d,e). This smaller PPARγ network was then physically validated by ChIP-qPCR to confirm PARIS binding to these target genes (Fig. 5f) and by RT-qPCR to demonstrate PARIS-driven changes in their expression patterns (Fig. 5g). Because the rest of the 23 shared genes that were excluded from this network remained as disconnected nodes and could not be associated with functional terms related to PD, we set them aside for post hoc analysis. Apart from this, the motif analysis of PARIS-bound sequences demonstrated that the most frequently observed PARIS binding motif in this study, “GGCGCGGAGCCG”, was found at the promoter proximal site of PPARγ (Fig. 5h). Also, the core sequence of this motif was observed at the promoter site of NFE2L2 (NRF2) gene (Supplementary Fig. 18), implying a direct regulatory effect of PARIS on both genes. The previously identified PARIS binding motif by cyclic amplification and selection of targets (CAST) assay coupled with MACAW alignment^6^ was updated to a new, more refined motif. This refined motif was identified from two independent ChIP-seq datasets coupled with two technically different motif finder algorithms and is consistent with the original motif identified by CAST (Fig. S18A). Experimental validation of the newly identified consensus sequence and the old refined sequence are provided in Fig. 5i.

**Figure 5:**
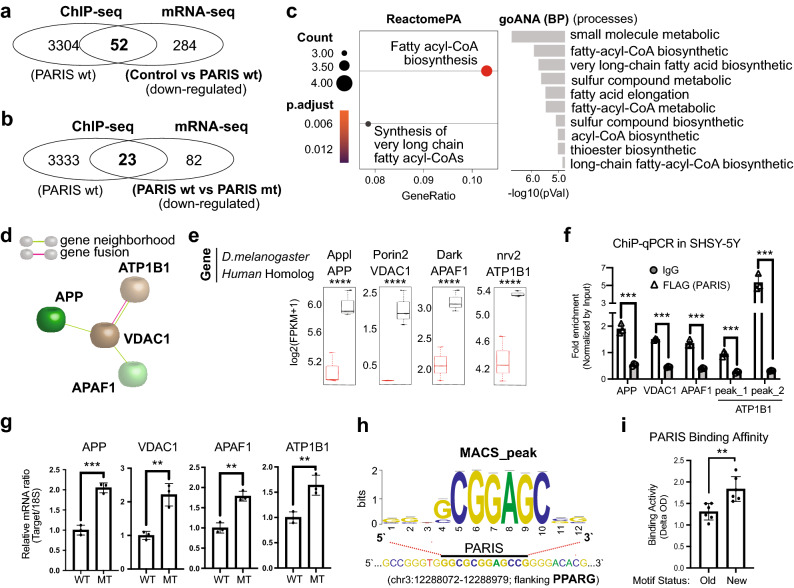
PPARγ orchestrates PARIS-driven transcriptomic changes. (**a**) A Venn diagram^19^ showing the shared genes between human orthologs of the DEGs identified as downregulated from “TRAP control versus PARIS wild type” comparison (TRAP-seq) and the entire set of the peak-annotated genes (ChIP-seq). (**b**) A Venn diagram^19^ showing the shared genes between human orthologs of the DEGs identified as downregulated from “PARIS C571A mutant versus PARIS wild type” comparison (TRAP-seq) and the entire set of the peak-annotated genes (ChIP-seq). (**c**) Ontology- and pathway-level enrichment results of the genes specified in (**a**). PPARγ-related GO terms are significantly enriched. (**d**-**e**) The STRING PPI network^28^ results of the shared genes specified in (**b**) and the expression profiles of the genes in this network. ***p ≤ 0.001, ****p ≤ 0.0001. The shared 23 DEGs successfully reproduced a part of the PPARγ network in Fig. 3a. FET *p* value threshold: 1e−03. Minimal Interaction Score: 0.400. Colored nodes: query genes (or proteins) and first shell of interactors. (**f**-**g**) ChIP-qPCR and RT-qPCR validation results of the target genes in (**d**). Both of the two distinct peaks associated with ATP1A1 gene were experimentally validated, together with the rest of the target genes. Statistical significances were analyzed with GraphPad Prism V7 software using Student’s unpaired t test. *P v*alues lower than 0.05 were considered significant. All qPCR-based expression data presented here were expressed as mean ± standard deviation values, for each condition studied. (**h**) PPARγ promoter region contains binding motif for PARIS. The k-mer significance = 123.19, the e-value = 6.5e−124, the number of genomic sites containing the motif = 4484. (**i**) The results of the colorimetric measurements that compare the binding affinities of PARIS to different motif sequences. PARIS has a significantly higher binding affinity to the new motif sequence identified within the scope of this study. **p ≤ 0.01.

## Discussion

In this study, we aimed to elucidate the molecular mechanisms of how the accumulation of PARIS contributes to dopaminergic neuronal loss in human. We accomplished a part of this by mimicking PD phenotype in Drosophila model expressing human PARIS gene exclusively in dopaminergic neurons. The fact that PARIS zinc finger (ZNF) and KRAB domains, required for DNA and RNA binding as in many other TFs, are shared by approximately 800 other ZNF proteins in human necessitates the use of model organisms with no known similar domains to study these proteins. Similar issues need to be addressed for other mammalian systems, leaving fly as the choice of model organism that effectively reflects human brain complexity and disorders. Mirroring the diverse molecular composition and structure of human system, SH-SY5Y human neuroblastoma cell lines were used for the rest of this study. The rationale behind this switch from the fly model to a human cell line is as follows: (1) The primary finding of this study that PPARγ appears to define the mainstream of transcriptomic changes elicited by PARIS was made using human orthologs of fly genes, (2) Given this main finding, fly orthologs of human PPARγ, such as Hr96 and Eip75B, to be used in validation studies are so poorly annotated (with an identity match of 27% or less and prediction scores of 2/15 and 4/15, respectively^35^) that moving forward with these PPARγ orthologs would not be as informative, (3) Human neuroblastoma cells have been previously introduced as a potential niche for PPARγ’s regulatory activities (Fig. 4a)^36^, suggesting a good starting point to investigate possible changes in PPARγ-driven transcriptional regulation triggered by PARIS suppression.

The major finding of this work is the observation that PPARγ acts as a potential master regulator of transcriptomic changes induced by PARIS in fly DA neurons. This, in turn, is in line with our previous finding that PARIS acts primarily on PGC-1α to lead to neurodegeneration in PD phenotype^6,37^. Accompanying the regulatory role of PPARγ in PARIS molecular network is the deregulation of a set of genes involved in mitochondrial homeostasis. Here, we used a joint approach combining two complementary methods, TRAP-seq and ChIP-seq, to draw a regulatory landscape of PARIS target genes. In this sense, TRAP method was applied to isolate actively translating mRNAs selectively from DA neurons, with each sample successfully representing a distinct transcriptome profile (Supplementary Figs. 19–22). 

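The TRAP libraries were compared by the correlation of log2 CPM across 10524 genes, which are not independent replicates. Pearson's r ranged from 0.701 to 0.820 over the 9 pairs of libraries of the same group (median 0.756, median Spearman's rho 0.870) and from 0.668 to 0.785 over the 27 pairs of different groups (median 0.708, median Spearman's rho 0.843). The 2 ranges overlap. The library with the highest r belonged to the same group for 5 of the 9 libraries, and the nearest library by Euclidean distance of log2 CPM for 8. No pair of replicates agreed within counting noise, with a chi-square per degree of freedom between 73.6 and 1162.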

Though working with orthologous genes at the expense of ambiguity during cross-species predictions remains an unsolved issue, the identified functional clusters and molecular networks within the scope of this work appear to highlight PPARγ signature in PARIS molecular network at many distinct (e.g. genome, pathway, ontology, and regulatory network) levels when using these two approaches, both separately and combined.

Considering the expression profiles of the 3 transgenic fly lines in this study, we have tested all possible combinations of pairwise comparisons, as well as the 3-group comparison, within the scope of TRAP-seq data analysis. However, only two pairwise comparisons appeared to reflect the domain-specific effects of PARIS due probably to the statistical nature of our approach. For instance, we have experimentally shown in previous studies that PARIS C571A mutant rescues the phenotype induced by PARIS-driven transcriptomic changes^5,6,37^. In contrast to these in vitro and in vivo findings, our 3-group comparison results presented here do not seem to provide further evidence to corroborate this conclusion directly. 

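In the 3-group comparison, 79 of 10524 genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood F-test on 2 coefficients with Benjamini-Hochberg adjustment, n = 3 libraries per group), and 1245 had an unadjusted p-value under 0.05. DESeq2's likelihood ratio test called 675 genes. Between 33 genes (without TRAP control replicate 1 or 3) and 63 genes (without PARIS WT replicate 1) were called with 1 library left out. The mean was lowest in PARIS WT for 49 of the 79 genes, in 48 of which every PARIS WT library lay below every other library. For 47 of the 79 genes the means fell from TRAP control over PARIS C571A to PARIS WT. Of the 49 genes, 4 had a mean in PARIS C571A of at least the TRAP control mean divided by 1.5. These 4 genes, named after their values were seen, were *CHOp24* (adjusted p = 0.00170), *RpII33* with 9.65, 7.56 and 0 CPM in TRAP control, PARIS C571A and PARIS WT (adjusted p = 0.0144), *RhoGAP68F* with 62.7, 44.7 and 27.1 CPM (adjusted p = 0.0255) and *lncRNA:CR31451* with 951, 1193 and 682 CPM (adjusted p = 0.0349).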

Though “TRAP control versus PARIS WT” and “PARIS mutant versus PARIS WT” pairwise comparisons separately support this conclusion (in broad terms), as a caveat of our approach this previously observed expression pattern (i.e. transcriptionally suppressed in PARIS WT and restored back to normal levels in PARIS mutant fly lines) to describe the phenotypic changes in PD models could not form a significant cluster due to the presumably low number of DEGs with this expression profile identified in the 3-group comparison (Supplementary Fig. 23). The resulting clusters (Supplementary Fig. 24) could not be associated with functional terms related to PD, either. Similarly, we have experimentally reported in both fly and human SH-SY5Y cells significant downregulation of PGC-1α, and PGC-1α-responsive genes by PARIS within the scope of the same previous studies^5,6^. Though we did see a trend toward downregulation by the wild type and rescue by the mutant version of PARIS for PGC-1α in this work, this trend failed to reach statistical significance (*p* value: 0.178). These phenomena can typically be considered as false negative results attributable to the small sample size and the statistics used. 

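The fly homologue of PGC-1α, *srl* (FBgn0037248), lies on 3R from 4422483 to 4429335. It had 17.0 ± 2.20 CPM in TRAP control, 15.9 ± 1.81 CPM in PARIS C571A and 12.8 ± 1.16 CPM in PARIS WT (SD, n = 3 each). The 3-group comparison gave an adjusted p = 0.661 over all genes (edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment). Before adjustment, its p-value was within 1.5 times the paper's, also under the alternatives, except without TRAP control replicate 1 or PARIS WT replicate 2 or 3. In the pairwise tests, the log2 fold change of PARIS WT was −0.40 against TRAP control (standard error 0.22, adjusted p = 0.612) and −0.27 against PARIS C571A (standard error 0.21, adjusted p = 0.887). The difference of each pair of groups was thus not detectable with 3 libraries per group.

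**Figure D4:**
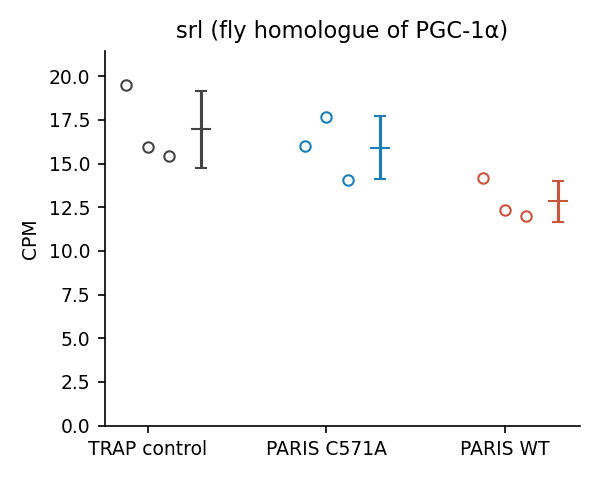
CPM of *srl* in each library of the 3 groups, on an axis that starts at 0. Circles are libraries and the bars beside them mean ± SD (n = 3), at 17.0, 15.9 and 12.8 CPM.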

In technical terms, the lack of statistical power does not necessarily mean such expression patterns do not exist in the input dataset at all. After finding that both gene-level and transcript-level differential expression analyses yield similar outcomes in this respect, we decided to continue with the only comparisons that are both statistically and biologically informative. 

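Between PARIS C571A and TRAP control, 9986 genes were tested, of which 15 were lower and 2 higher in PARIS C571A (edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, n = 3 libraries per group), and 531 were lower and 451 higher at an unadjusted p-value under 0.05. DESeq2 called 306 lower and 135 higher genes. The lower count was 2 without TRAP control replicate 2 or 3 and 11 without PARIS C571A replicate 2, and the higher count was 13 without TRAP control replicate 1 and 0 without any 1 of the PARIS C571A replicates. The lower genes with the smallest p-values were *RpLP1* and *RpL24*, which had no counts in any PARIS C571A library in this table, although the table of PARIS C571A and PARIS WT held 383 and 393 CPM of them in PARIS C571A. The next was *Cyp4g1*, with a log2 fold change of −2.01 (standard error 0.15, adjusted p = 0.0130). The higher genes were *lncRNA:CR45939*, at 0 in every TRAP control library and at least 168-fold higher in PARIS C571A (adjusted p = 0.0130), and *e*, with a log2 fold change of 2.23 (standard error 0.20, adjusted p = 0.0221). In the 3-group comparison, the mean was highest in PARIS WT for 14 of the 79 genes.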

Interestingly, the majority of the DEGs identified in any of these comparisons tend to be downregulated (Fig. 2a-b, Supplementary Figs. 4 and 23), confirming the suppressive nature of PARIS at large. 

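The lists of genes lower than in TRAP control in PARIS WT and in PARIS C571A shared 8 genes, among 9420 genes tested in both. These comparisons share the TRAP control libraries, so the overlap was not set against chance. Of the paper's genes lower in PARIS WT than in TRAP control, 561 were tested in PARIS C571A against TRAP control too, and 548 of these had a negative log2 fold change there as well, with a median of −1.72. Simulated unchanged groups gave, for the 686 genes of lowest p-value, a share lower in the other group of up to 84.99% and a median down to −0.50.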

As described above, only for these two pairwise comparisons central to our study majority of the DEGs that are downregulated are comparison-specific, not shared as in the rest of the comparisons (Fig. 2c), implying a unique molecular mechanism underlying the phenotype induced by PARIS accumulation in PD. Lastly, identifying PPARγ as the key regulatory element of PARIS-led transcriptional repression particularly in “PARIS C571A mutant versus PARIS wild type” comparison highlights how critical it is to preserve DNA binding capacity of PARIS for the proper functionality. This might rule out the possibility that PARIS repression of PPARγ is independent of PARIS-DNA interaction through the blockage of PPARγ nuclear transport or some similar cellular processes, as stated before^6,38^.

One perplexing observation is that being the root node of the network, PPARγ appeared activated (orange central node in Fig. 3a), which was expected to be downregulated by PARIS. One possible explanation is that the absolute “Activation Z-score” used to infer the activation state of a putative regulator (i.e. whether the regulator is activated or inhibited)^39^ was less than “2” (that is, |z|= 0.707) for PPARγ, meaning the prediction of PPARγ activation state is not statistically significant. Indeed, activation Z-score is not recommended to use if the putative regulator is flagged “biased” by the analysis tool, which is valid for PPARγ. That is why the state of “Predicted Activation” column in Table 1 for PPARγ appeared undetermined, neither activated nor inhibited unlike some of the other top-most master regulators predicted from the same input data. As a result, to rule out the possibility of a false positive outcome we decided to move ahead with further analysis, ignoring the activation status predictions and focusing solely on the network enrichment independent of the edge weight or sign, excluding regulation direction for the entire PPARγ network.

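*Hr96* (FBgn0015240), on 3R from 25025235 to 25029351, had a log2 fold change of 0.40 between PARIS WT and TRAP control (standard error 0.19, adjusted p = 0.524 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment) and of 0.25 between PARIS WT and PARIS C571A (standard error 0.20, adjusted p = 0.903). Its mean was 16.4 ± 1.61 CPM in TRAP control and 21.6 ± 1.20 CPM in PARIS WT (SD, n = 3 each). *Eip75B* (FBgn0000568), on 3L from 17950953 to 18064696, had log2 fold changes of 0.15 (standard error 0.31, adjusted p = 0.966) and −0.038 (standard error 0.14, adjusted p = 0.995) in the same comparisons, and the sign of each changed with 1 library left out, to −0.069 without TRAP control replicate 3 and to 0.051 without PARIS WT replicate 3.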

As can be seen in Supplementary Fig. 7, the fly ortholog of human PPARγ, such as Hr96, does not appear downregulated by PARIS. Apart from the poor annotation of human PPARγ in fly, all the evidence on PARIS-driven PPARγ deregulation collected so far can be explained using an alternate hypothesis. KRAB-domain of DNA-binding proteins like PARIS interacts with a scaffold protein, KAP-1, to recruit other regulatory proteins, assembling the KRAB-ZFP/KAP1 repressor complex and leading to heterochromatin formation for the transcriptional silencing of target genes^40,41^. Histone deacetylases (HDACs) are among the core components of this large protein complex. Considering that transcriptional activity of PPARγ is physically blocked inside the nucleus by the inhibitory interaction between HDAC4 and RXRA/PPARγ heterodimers in cortical neurons under oxidative stress^38^, PARIS in DNA-bound state as a part of the repressor complex might be suppressing PPARγ in a one-to-one interaction by physically preventing PPARγ from binding to DNA. Further research is underway to uncover these mechanistic aspects of the active competition for binding site occupancy between PARIS and PPARγ.

Collectively, a set of clues that suggests the promoter location of PPARγ in human genome can be seen in Supplementary Fig. 18. As can be seen in the same figure, PARIS appears to physically interact with the promoter region for a direct regulation of PPARγ expression as well, providing further insight into the involvement of PPARγ in PARIS molecular network. A key finding came from motif analysis of PARIS-bound sequences; we observed a PARIS binding motif at the promoter proximal site of PPARγ and NRF2, implying a direct regulatory effect of PARIS on the expression of both genes (Supplementary Fig. 18). Originally, the pattern discovery was intended for lower eukaryotes and bacteria since the dispersion of regulatory elements in more complex organisms over very large distances and the heterogeneity of their promoter compositions make pattern discovery inconvenient for higher eukaryotes. Yet, apart from confirming our findings from TRAP-seq analysis, obtaining very similar results from different datasets coupled with different predictive tools suggests achieving consistency for pattern discovery even in higher eukaryotes is possible. Also, experimental validation of this newly identified and more specific (12 nts) motif sequence to which PARIS has even higher binding affinity in comparison to the previously identified (7 nts) consensus sequence added another layer of evidence to the view that motif discovery is applicable to all species irrespective of the genomic complexities.

Lastly, the four common genes in Fig. 5d, which are both physically regulated (from ChIP-seq) and significantly suppressed (from TRAP-seq) by PARIS, were the subject of experimental validations in the final stage of this study. What makes these genes valuable for neurodegenerative and neuroprotective research is that they are mostly brain-specific genes that play critical roles in the maintenance of neuronal health. Amyloid Beta Precursor Protein, or simply APP, for example is a well-studied gene that is known to form the protein basis of the amyloid plaques found in the brains of patients with Alzheimer disease^42^. ATP1B1, on the other hand, encodes a key Na^+^/K^+^-ATPase that establishes and maintains the osmoregulation across the plasma membrane for proper neuronal excitability^43^. VDAC1-encoded protein is a central component of the outer mitochondrial membrane that functions as a voltage-dependent anion channel involved in transmembrane electron transport^44^. Apoptotic Peptidase Activating Factor 1, or APAF1, encodes a cytoplasmic protein that acts as a major player in the initiation of apoptotic protease cascade in a cytochrome c dependent manner^45^. As a whole, the critical tasks achieved by these PARIS target genes imply how critical it is to preserve a proper level of PARIS expression in DA neurons.

## Conclusion

The current study presents further evidence that PARIS acts along the PPARγ-NRF1/2-TFAM axis to compromise mitochondrial homeostasis and to induce neurotoxicity. In particular, PPARγ appears as the top-most component of the regulatory network governing PARIS-induced transcriptomic changes in neuronal cells. Nevertheless, whether PARIS acts on PPARγ, as well as NRF2, directly as suggested in this study or through PGC-1α or both requires further investigation. The *Drosophila* model with cell-type specific induction of human PARIS gene used in this work to mimic neurological disorders would continue to serve as a paradigm for future studies to unravel mechanistic underpinnings of the biology of PARIS, as well as other 800 human KRAB-zinc finger proteins.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Based on the MINSEQE standards^46^ TRAP-seq and ChIP-seq datasets have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database under the accession GSE175556. Original membranes for Fig. 1b were cut prior to hybridization with antibodies during blotting. To provide specific detection of the target antigen, the full-size immunoblotting results are presented using input samples in Supplementary Fig. 25. All the gene lists discussed throughout the manuscript are also available as Supplementary Information File.

How the deposited data were processed for this re-analysis (not part of the article)

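Actively translating mRNAs of DA neurons were profiled by TRAP-seq in 3 libraries each of TRAP control, PARIS C571A and PARIS WT, and total mRNA in 1 library of whole brain. The authors aligned the reads with HISAT2 2.1.0, estimated transcript abundances with StringTie 2.0, which corrects for multi-mapped reads by default, and made gene counts with StringTie's prepDE script on the BDGP6.28 annotation (FlyBase release 6.32). The 5 deposited tables hold these estimated counts as whole numbers without normalization. Besides the genes they hold entries that StringTie assembled and that name no gene, 87 in each table with TRAP control and 69 in the table of PARIS C571A and PARIS WT, with at most 0.0209% of the counts of a library. These entries were left out. Of 17747 gene identifiers, 17650 were found in Ensembl's BDGP6.54 annotation, which gave symbols and positions on the same genome assembly, and 92 had no symbol there or in the paper's supplement. Reads, FPKM values, human PARIS reads and the ChIP-seq and qPCR data were not analysed here.

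Total counts per TRAP library ranged from 8819116 to 50102982 in the table of the 3 groups. Replicates differed by more than counting noise, so precision is given by the spread between libraries, as SD with n = 3. A change from or to a group with at most 3 counts in each library is given as a lower bound against 3 counts.

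Each comparison used the libraries of its own groups in the table of these groups. Genes were kept by edgeR's filterByExpr with a minimum count of 10 and a minimum total of 15, scaled by TMM and tested with edgeR 4.0.16 by the quasi-likelihood F-test, in R 4.3.3, with Benjamini-Hochberg adjustment over the genes tested in the comparison and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. The 3-group comparison was an F-test on 2 coefficients. Gene sets were tested on log2 CPM with a prior count of 1 by camera in limma 3.58.1, with a preset correlation of 0.01 and adjustment over 10 tests. Tables were handled with pandas 2.3.3 and plots drawn with matplotlib 3.10.9 in Python 3.11.15. TRAP control was compared with the single whole brain library by log2 ratios of CPM per TRAP control replicate, set against 10000 random lists matched on mean expression.

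The tests were tried on simulated data with 200 genes changed by a log2 fold change of 2. With the dispersion of each gene as estimated from these libraries, edgeR recovered 16.5% of the changed genes with 2.94% false calls, and DESeq2 1.42.0 recovered 47.5% with 42.4% false calls. With the median dispersion for every gene, edgeR recovered 40.5% with 2.41% false calls and DESeq2 51.5% with 12.0%, and the 3-group F-test recovered 33.5% with 4.29% false calls. Of 100 unchanged simulated sets of 70 genes, camera called 1%. The genes were simulated independently of each other, so this share does not cover sets of correlated genes. Of 200 unchanged random lists, 6.5% lay above the 95th percentile of the matched lists.

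The genes named are every fly gene the paper names in its text or figures and, for each pairwise comparison, up to 3 genes with the smallest p-value in each direction among those past the threshold. Gene lists were written by name for the nuclear-encoded and mitochondrially encoded OXPHOS subunits, named paralogs of OXPHOS subunits, the tricarboxylic acid cycle and the NRF2 response, and for testis, accessory gland, gut, ovary, yolk proteins, fat body, muscle, photoreceptors, neurons in general, neurons other than DA neurons, glia and male soma. Alternatives to the main settings were size factors by median of ratios, CPM without rRNA, other small RNAs and mitochondrially encoded genes, no filter or a mean of at least 50 counts, DESeq2 with and without its filters, a robust quasi-likelihood fit, a block on the replicate number, all 3 groups in one fit, another set test or correlation between genes, and each replicate left out in turn. Further alternatives were chosen after seeing the data, namely DESeq2 with the entries that name no gene, leaving out the genes whose counts differ between tables, and the counts of the table of the 3 groups for PARIS WT against PARIS C571A. Replicate numbers carry no stated pairing. A separate check of pairing gave replicates of the same number across groups values between −0.0369 and 0.0514. These are not the Pearson's r of log2 CPM, which for the same pairs ranged from 0.668 to 0.7805, within the range of all pairs of different groups. *mt:ATPase6* had a count of 0 in replicate 2 of both PARIS groups and not of TRAP control, so a link between these 2 libraries is not excluded.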

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

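The comparison with both PARIS groups was chosen only after the result was seen. The paper reports on genes lower in PARIS WT, and 10 genes were higher in PARIS WT than in TRAP control by edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment, a signal in genes the paper does not discuss. They were *BomBc2*, *CG8736*, *CG31904*, *e*, *BomBc1*, *CG5346*, *Acp1*, *Cys*, *GstE1* and *CG42488*, and those beyond the 3 with the smallest p-values and *GstE1* and *e* are named after their values were seen. The adjusted p-values ranged from 0.0241 for *BomBc2* to 0.0491 for *CG42488*. The calls rest on all libraries, since each gene was called in at most 1 of the 6 fits that each left out a replicate. Without any 1 of the PARIS WT replicates 0 genes were called higher, with 299, 323 and 269 at an unadjusted p-value under 0.05.

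Zeros in the TRAP control libraries do not account for the whole group, since 2 of the 10 genes, *BomBc1* and *CG42488*, were at 0 in every TRAP control library. A scaling factor between the groups would move all genes alike, while the log2 fold changes of the 10 genes ranged from 0.98 to 10.81. That of *GstE1* was 0.98 (standard error 0.13) and that of *CG31904* 3.69 (standard error 0.42). These values argue against scaling alone as the cause of the rise of the 10 genes. All 10 genes were higher under both other scalings, but these moved the log2 fold changes of all genes by medians of only −0.031 and −0.00078. None of the 10 had counts that differ between the tables. A difference that both PARIS groups share with respect to TRAP control, such as one of handling, cannot be told apart from one of PARIS WT alone. At an unadjusted p-value under 0.05, 6 of the 10 genes were higher in PARIS WT than in PARIS C571A too, but the genes were chosen for high counts in the same PARIS WT libraries, and no value for unchanged genes chosen in this way was computed. The log2 fold changes of *CG31904* and *Acp1* against TRAP control were 1.94 and 1.71 in PARIS C571A and 3.69 and 3.89 in PARIS WT. *GstE1* was lower in PARIS C571A than in TRAP control (log2 fold change −0.62, adjusted p = 0.199) and higher in PARIS WT than in PARIS C571A (1.64, adjusted p = 0.0102, both from edgeR), the opposite of a shared rise for this gene. By sign, 7 of the 8 genes tested were higher in PARIS C571A than in TRAP control, and of the other 2, at 0 in every TRAP control library, *CG42488* had 0, 258 and 593 counts and *BomBc1* 6, 0 and 19 in PARIS C571A. The gene *e* was lower in PARIS WT than in PARIS C571A with a log2 fold change of −0.41. An effect of wild type PARIS and a difference in the preparation of the PARIS WT libraries, which took more heads each, stay open, because the preparation differed with the group.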

How the results depend on the processing

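The alternatives were set before the data were examined, except where stated. Of 40 results for single genes and gene sets, 10 kept their direction and side of the threshold under each alternative that gave a value. The 3-group test of *srl* and the OXPHOS paralogs in PARIS WT against TRAP control, counted apart from these, did so as well. A mean of at least 50 counts gave no value for the paralogs in either comparison, for *CG11459* in either comparison and for *Porin2* against PARIS C571A, and leaving out mitochondrially encoded genes gave none for their set. Over 692 values, 32 became weaker without a replicate and 19 under other alternatives, 9 of these under a block on the replicate number, while 4 and 35 became stronger, 29 of them under DESeq2's settings. In the comparison of PARIS WT with TRAP control, all 59 lower genes were called again by DESeq2. Without a filter, 42 of the 59 were called. Except where shown by construction, as with fewer libraries, the cause of a change was not tested.

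DESeq2 with default settings called 562 genes lower and 162 higher in PARIS WT than in TRAP control, 185 and 136 in PARIS WT against PARIS C571A, 306 and 135 in PARIS C571A against TRAP control, 675 in the 3-group comparison, 85 lower in both comparisons of PARIS WT, and all 10 network genes, against 59, 10, 4, 1, 15, 2, 79, 2 and 1 with edgeR. Without its filters these were 621, 163, 222, 134, 372, 146, 594, 93 and 9. With the entries that name no gene kept, chosen after seeing the data, they were 686, 215, 185, 135, 304, 135, 667, 87 and 10. The robust quasi-likelihood fit called 11 lower and 7 higher genes in PARIS WT against PARIS C571A, 24 lower and 4 higher in PARIS C571A against TRAP control, and 4 lower in both comparisons of PARIS WT. With a block on the replicate number, which costs residual degrees of freedom, 2 lower and 0 higher genes were called between PARIS WT and TRAP control, 16 in the 3-group comparison, and 0 lower and 0 higher in the other comparisons, 0 lower in both and 0 network genes. At an unadjusted p-value under 0.05, the block left 460 lower and 321 higher genes between PARIS WT and TRAP control, 284 and 296 between PARIS WT and PARIS C571A, and 366 and 306 between PARIS C571A and TRAP control.

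With all 3 groups in one fit, 27 genes were lower and 8 higher in PARIS WT than in PARIS C571A, and 5 were higher in PARIS C571A than in TRAP control. This fit takes the counts of the table of the 3 groups. Without the genes whose counts differ between tables, chosen after seeing the data, 2 genes were lower in PARIS WT than in PARIS C571A, 6 lower in PARIS C571A than in TRAP control, and 0 network genes were called. With the counts of the table of the 3 groups, also chosen after seeing the data, 0 genes were lower (396 at an unadjusted p-value under 0.05) and 2 higher in PARIS WT than in PARIS C571A, and 0 network genes were called. The log2 fold change of *CG11459* between these groups was −8.74 and reversed to 8.40 in the fit of all 3 groups and 8.53 with the counts of the table of the 3 groups, and that of *RpLP1* reversed from −16.10 to 16.58 and 16.71, which the zeros of the other group in each table explain.

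Each replicate was left out in turn. Lower genes in PARIS WT against TRAP control ranged from 12 (without TRAP control replicate 2) to 44 (without PARIS WT replicate 1), with 17 and 18 without TRAP control replicates 1 and 3 and 29 without PARIS WT replicate 3, and higher genes from 0 (without any PARIS WT replicate) to 8 (without TRAP control replicate 1). Against PARIS C571A, lower genes ranged from 0 (without PARIS C571A replicate 2, with 506 at an unadjusted p-value under 0.05) to 19 (without PARIS WT replicate 1), and higher genes from 0 (without PARIS C571A replicate 2 or 3 or PARIS WT replicate 3) to 6 (without PARIS C571A replicate 1). In PARIS C571A against TRAP control, lower genes ranged from 2 (without TRAP control replicate 2 or 3) to 11 (without PARIS C571A replicate 2) and higher genes from 0 (without any PARIS C571A replicate) to 13 (without TRAP control replicate 1). The 3-group count ranged from 33 (without TRAP control replicate 1 or 3) to 63 (without PARIS WT replicate 1). Genes lower in both comparisons ranged from 0 (without PARIS C571A replicate 1 or 2 or PARIS WT replicate 3) to 3 (without PARIS WT replicate 1 or 2), and network genes from 0 (without PARIS C571A replicate 2 or 3) to 1.

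Changes near 0 reversed without a replicate. The log2 fold change of *Eip75B* ranged from −0.19 (without PARIS WT replicate 1) to 0.051 (without PARIS WT replicate 3) against PARIS C571A, and from −0.069 (without TRAP control replicate 3) to 0.55 (without TRAP control replicate 1) against TRAP control. Against TRAP control, that of *CG11459* ranged from −1.03 (without TRAP control replicate 1) to 0.029 (without TRAP control replicate 2), and that of *Su(z)2* from −0.28 (without PARIS WT replicate 1) to 0.090 (without PARIS WT replicate 3), with 0.037 without TRAP control replicate 1. The median of the NRF2 genes ranged from −0.058 (without PARIS WT replicate 3) to 0.014 (without TRAP control replicate 3), with 0.0078 without PARIS WT replicate 1.

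Of the 10 gene set tests, 6 passed with the preset correlation and 1 with a correlation estimated from the data. The nuclear-encoded OXPHOS subunits in PARIS WT against TRAP control, with a median of 0.33, no longer passed under it. With library sizes only, the median log2 ratio over whole brain fell from 1.51 to 0.39 for the DA biomarker genes and from 0.64 to −0.48 for the housekeeping genes, with a shift of the median of all genes from −0.38 to −1.48.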

Differences from the paper's values

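The paper's number of DEGs lower in PARIS WT than in TRAP control is 686, against 59 here by edgeR. DESeq2 with default settings, set before the data were examined, gave 562 and without its filters 621, both within 1.5 times the paper's value, and no other alternative set before the data were examined did. DESeq2 with the entries that name no gene kept gave 686 and was chosen after seeing the values. For PARIS WT against PARIS C571A, the paper's number is 185, against 4 here. DESeq2 with default settings gave 185 and without its filters 222, and the other alternatives set before the data were examined did not close the gap. With the entries that name no gene kept, chosen after seeing the values, it was 185. In the paper's supplement 304 genes are lower in PARIS C571A than in TRAP control, against 15 here, and 87 are lower in both comparisons of PARIS WT, against 2 here. DESeq2 gave 306 and 85 with default settings, 372 and 93 without its filters, and, chosen after seeing the values, 304 and 87 with the entries that name no gene kept, and no other alternative came as close.

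The paper's text lists the fold changes of the network genes without naming the genes, so their assignment here is an inference. The value assigned to *Su(z)2* is 1.4, while the gene was at least 307-fold lower in PARIS WT here. With all 3 groups in one fit the fold was 1.09, which lies within the paper's, as does 1.06 with the counts of the table of the 3 groups, chosen after seeing the values, and under the other alternatives set before the data were examined it differed. The value assigned to *CG11459* is 1.3, while the gene was at least 12.8-fold lower here, and none of the alternatives closed the gap. Fig. 3b shows both genes above 0 in PARIS WT, where the counts of the table of PARIS C571A and PARIS WT are 0 in every PARIS WT library.

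The mean of *DAT* in TRAP control is about 4.1 times that in whole brain in Fig. 1f, read by eye, and was 2.23 times here. Without TRAP control replicate 2 or 3 the ratio was 3.35, within 1.5 times the paper's, and under the other alternatives it differed, with 0 without replicate 1 and 0.898 with library sizes only.

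The paper gives all genes of the PPARγ network as DEGs. Between PARIS WT and PARIS C571A, of the 10 genes of Figs. 3b and 5e only *Su(z)2* passed an adjusted p-value of 0.05 by edgeR. For this pair of groups, DESeq2 with default settings called all 10 and without its filters 9. In edgeR's 3-group F-test, *Porin2* passed (adjusted p = 0.0413) and *Su(z)2* did not. The paper describes the DA biomarker genes as enriched in TRAP control, and *ple*, *DAT*, *fkh*, *en* and *Ptx1* were not higher in every TRAP control replicate than in whole brain.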

Other observations

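Tests chosen only after the result was seen were those of body tissues, of a source shared with them, of loss in 1 group, of depth with the spread between replicates, of place in the table and of counts in the other table. Other splits of the libraries gave a measure of chance. Of the 10 splits of the 6 libraries of PARIS WT and TRAP control, 1, the real one, gave as many as 69 DEGs, and the highest other gave 7. For the gene sets, 4 of these 10 splits gave as many as the 3 sets of the real split. For PARIS WT and PARIS C571A, 3 of 10 splits gave at least the 5 DEGs of the real split, the highest other 7, and 1 of 10 as many as 4 gene sets. For PARIS C571A and TRAP control, 1 of 10 splits gave as many as 17 DEGs, the highest other 6. With 10 splits the share is never under 0.1, so it cannot decide whether these comparisons differ from an arbitrary grouping. The real split held the most DEGs for both comparisons with TRAP control, and not for PARIS WT against PARIS C571A. In the 3-group comparison, 1 of 100 drawn splits of the 9 libraries, the real one, gave as many as 79 DEGs, and the highest other gave 9.

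The same libraries hold other counts in the table of PARIS C571A and PARIS WT than in the table of the 3 groups. Overlap with another gene is argued against by an odds ratio of 1.01 (exact conditional test, p = 0.906) between the genes whose counts differ and the others, and few counts by a median of the mean count of 223 against 89.7. Place in the table stays open as a candidate explanation. PARIS C571A replicate 1, listed first in the table of 2 groups, had 0 genes at 0 in that table alone, whereas the other 5 libraries had between 121 and 140. In the table of the 3 groups, where it is listed after TRAP control, it had 246 genes at 0 there alone and the others between 113 and 147. No biological explanation was tested, since the libraries are the same.

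There were 141 genes at 0 in every PARIS WT library with at least 20 counts in each TRAP control library, and 11 in the opposite direction (exact binomial test, two-sided, p = 6.57e-30). Lower depth of the PARIS WT libraries is argued against by the 0.3545 genes that sampling at their depth gives with the fitted dispersion of each gene between replicates, and by scaled library sizes that sum to 0.981 times those of TRAP control. Loss of a gene in 1 group of a table is argued against by the 138 of 141 genes that were lower in PARIS C571A than in TRAP control too, a share above the 90.1% that simulated unchanged groups with the same controls gave at most. Assignment of counts to genes in the table stays open. In the table of PARIS C571A and PARIS WT, 5 of the 141 genes had at least 20 counts in each PARIS WT library, and 131 were at 0 there too, which does not exclude it, since *RpL26*, among them, had 0 counts in PARIS C571A replicate 3 beside 13158 and 10194. Of the 141 genes, 63 were at 0 in a PARIS C571A library and at 20 or more counts in another, against 5.02% of the other genes with at least 20 counts in each TRAP control library, so loss in single libraries of both PARIS groups stays open as well. A source shared with the body tissue genes cannot be told apart from the effect of shared controls by the size of the fall. The 42 genes with counts in each PARIS C571A library had a median log2 fold change of −1.36 against TRAP control. Simulated unchanged groups gave medians down to −1.36. By direction, 41 of these 42 were lower in PARIS C571A, where simulated unchanged groups gave at most 90.1%. A fall in both PARIS groups does not name its source. An effect of PARIS on these genes stays open and untested.

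At 0 in every PARIS WT library beside PARIS C571A were 45 genes, and 6 in the opposite direction. Assignment of counts to genes in the table may account for 10 of the 45, which had at least 20 counts in each PARIS WT library in the table of the 3 groups, among them *RpLP1* and *Su(z)2*, while 34 were at 0 in both tables.

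Genes of body tissues fell from TRAP control over PARIS C571A to PARIS WT. Summed CPM of 45 testis genes was 637 ± 20.4, 200.3 ± 15.7 and 38.9 ± 4.77, of 30 accessory gland genes 48.1 ± 6.30, 12.6 ± 2.41 and 4.19 ± 1.06, and of 25 gut genes 105 ± 18.0, 29.2 ± 1.70 and 17.3 ± 6.27 (SD, n = 3 each). The means of *S-Lap1*, the most abundant testis gene, were 137, 40.8 and 6.38 CPM, those of *Dup99B* of the accessory gland 5.72, 1.06 and 0.487 CPM and those of *alphaTry* of the gut 27.5, 5.66 and 2.44 CPM. In each PARIS WT library, 17 of the testis, 7 of the accessory gland and 6 of the gut genes had counts, no gene of these lists is in another list, and 24, 9 and 7 of them are among the paper's 686 genes. Fewer males among the PARIS WT flies, as the whole of the fall, are argued against by *roX2*, whose mean in TRAP control was 1.23 times that in PARIS WT (5.86 ± 4.61 against 4.78 ± 2.25 CPM, SD, n = 3 each). Without 1 library this ratio lay between 0.670 (without TRAP control replicate 1) and 1.53 (without TRAP control replicate 2), against 16.4 for the testis genes. The list of male soma genes gave a ratio of 2.47, with SDs of 81.35 CPM in TRAP control and 16.92 CPM in PARIS WT (n = 3 each). Fewer males as a part of the fall are therefore not excluded. An assignment of counts to genes that differs between the tables is argued against by the testis genes in PARIS WT. Their sum in the table of 2 groups was 1.01 times that in the table of the 3 groups. An assignment shared by both tables is not excluded. RNA from tissues outside the head cannot be told apart from other sources, because the fall of the means in 3 of the 3 lists is the pattern itself and no library of these tissues is among the data. In the single whole brain library, CPM was 1430.0 for the accessory gland, 643 for the gut and 263 for the testis genes, against means of 58.7, 127 and 777 in TRAP control scaled with it. The other lists moved less or in another order. In TRAP control, PARIS C571A and PARIS WT, mean CPM was 14.0, 5.34 and 5.64 for ovary, 11440.0, 14130.0 and 13070.0 for yolk proteins, 2405, 2310.0 and 2446 for fat body, 1603, 1536 and 1495 for muscle, 16140.0, 17530.0 and 14960.0 for photoreceptors, 2326, 2679 and 2315 for neurons in general, 535, 741 and 669 for neurons other than DA neurons, 761, 1041 and 898 for glia and 86.9, 37.8 and 35.2 for male soma. An effect of PARIS and the different numbers of heads per library stay open and untested.

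The OXPHOS paralogs lower in PARIS WT may share the source of the testis genes. Their median log2 fold change from edgeR in PARIS C571A against TRAP control was −1.06, in the direction of the −1.74 of the testis genes. On the log2 CPM of the gene set tests, the median of the paralogs in this comparison was −1.81, with 18 of 18 lower. The comparisons of both PARIS groups share the TRAP control libraries. In PARIS WT against TRAP control, the testis genes had a median of −4.12 with genes at no more than 3 counts at their bound. An effect of PARIS on the paralogs stays open and untested.

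Of the DEGs between PARIS WT and TRAP control, 85.5% were lower in PARIS WT. Genes whose counts differ between tables are argued against as the cause by a share of 84.3% without them, and genes at 0 in every PARIS WT library by a share of 79.2% among the DEGs with a count in at least 1 PARIS WT library. A larger effect of PARIS on lower genes and a difference between the preparations stay open and untested.

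Against TRAP control, *Porin2* had no counts in PARIS WT and was at least 32.7-fold lower (adjusted p = 0.0724 from edgeR's quasi-likelihood F-test with Benjamini-Hochberg adjustment), and *Appl*, *Dark* and *nrv2* had log2 fold changes of −0.33, −0.37 and 0.44 (adjusted p = 0.273, 0.870 and 0.508). In PARIS WT against PARIS C571A, the sets were tested with camera too. The NRF2 genes had a median log2 fold change of 0.24, with 7 of 19 lower (adjusted p = 0.00730). The median of the mitochondrially encoded subunits was −0.35, with 10 of 10 lower (adjusted p = 0.0664). That of the paralogs was −1.92, with 4 of 5 lower (adjusted p = 0.0314). That of the nuclear-encoded subunits was 0.14, with 15 of 68 lower (adjusted p = 0.00345). That of the tricarboxylic acid cycle was 0.056 (adjusted p = 0.271). The nuclear-encoded subunits did not pass in fry (adjusted p = 0.299). Without PARIS C571A replicate 2 their median was 0.045 (adjusted p = 0.0928). The mitochondrially encoded subunits passed under some alternatives, such as without that replicate (−0.51, adjusted p = 0.00355). Without PARIS C571A replicate 3 their median was −0.13.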
